# Differential Transcriptomic Response in the Spleen and Head Kidney Following Vaccination and Infection of Asian Seabass with *Streptococcus iniae*

**DOI:** 10.1371/journal.pone.0099128

**Published:** 2014-07-03

**Authors:** Junhui Jiang, Masato Miyata, Candy Chan, Si Yan Ngoh, Woei Chang Liew, Jolly M. Saju, Kah Sing Ng, Fong Sian Wong, Yeng Sheng Lee, Siow Foong Chang, László Orbán

## Abstract

Vaccination is an important strategy in the protection of aquaculture species from major diseases. However, we still do not have a good understanding of the mechanisms underlying vaccine-induced disease resistance. This is further complicated by the presence of several lymphoid organs that play different roles when mounting an immune response. In this study, we attempt to elucidate some of these mechanisms using a microarray-based approach. Asian seabass (*Lates calcarifer*) were vaccinated against *Streptococcus iniae* and the transcriptomic changes within the spleen and head kidney at one and seven days post-vaccination were profiled. We subsequently challenged the seabass at three weeks post-vaccination with live *S. iniae* and similarly profiled the transcriptomes of the two organs after the challenge. We found that vaccination induced an early, but transient transcriptomic change in the spleens and a delayed response in the head kidneys, which became more similar to one another compared to un-vaccinated ones. When challenged with the pathogen, the spleen, but not the head kidneys, responded transcriptomically at 25–29 hours post-challenge. A unique set of genes, in particular those involved in the activation of NF-κB signaling, was up-regulated in the vaccinated spleens upon pathogen challenge but not in the un-vaccinated spleens. A semi-quantitative PCR detection of *S. iniae* using metagenomic DNA extracted from the water containing the seabass also revealed that vaccination resulted in reduction of pathogen shedding. This result indicated that vaccination not only led to a successful immune defense against the infection, but also reduced the chances for horizontal transmission of the pathogen. In conclusion, we have provided a transcriptomic analysis of how the teleost spleen and head kidneys responded to vaccination and subsequent infection. The different responses from the two organs are suggestive of their unique roles in establishing a vaccine-induced disease resistance.

## Introduction

Asian seabass (*Lates calcarifer*), also commonly known as barramundi, is a popular aquaculture species in Southeast Asia and Australia. However, disease outbreaks pose a major constraint to the development of Asian seabass aquaculture [1]–[5].

One of the major diseases affecting Asian seabass and other cultured marine teleosts is streptococcosis that has wide geographic occurrences and is not limited by water salinities [6]. This disease can result in both chronic low-grade mortalities as well as acute outbreaks resulting in overnight mass mortalities [7], [8]. The most frequent causative pathogen of streptococcosis in Asian seabass is *Streptococcus iniae* [9]. This disease is also a region-wide problem in Asian seabass culture here in Southeast Asia [10], [11]. Fortunately, several types of vaccines, including DNA-based, live attenuated and formalin-killed ones, have been developed against this disease [12]–[14]. While vaccination has become an important strategy in the management of this disease, we still do not have a good understanding of the mechanisms underlying the vaccine-induced disease resistance.

With the advent of RNA-seq technology and greater availability of expression microarrays, there are more studies into the transcriptomic response of host immune organs to vaccinations and/or disease infections on humans, model organisms and livestock [15]–[21]. Similar studies have also been carried out for aquaculture species using both traditional real-time RT-PCR methods or with custom expression microarrays [22]–[31]. It is hoped that through transcriptomic profiling, pathways or genes associated with protective immune response elicited by vaccines and host resistance can be identified with the eventual goals of generating biomarkers that can predict immunization success and improve vaccine immunogenicity [32], [33].

Hence, in this study we attempt to elucidate some of the pathways involved in the immune response to vaccination and subsequent disease challenge using a transcriptomic approach. At the same time, we are trying to learn more about the roles of the teleost spleen and head kidney in immunity. Both the spleen and head kidney are well-known lymphoid organs of the Asian seabass and are found to be developed at 2 days post hatching and are often rich in melano-macrophage centers, reflecting their immune-related roles [34].

In this study, we vaccinated, via peritoneal injection, three months-old Asian seabass using a commercially available *S. iniae* vaccine. Spleen and head kidney samples were collected at one and seven days post vaccination for transcriptomic analysis. Subsequently, a pathogen challenge was carried out three weeks later and spleen and head kidneys were sampled at 25–29 hours post challenge for transcriptomic analysis again. We showed that the spleen responded early, but transiently, to the vaccination and several genes involved in cell proliferation were found to be up-regulated. On the other hand, there was a delayed response of the head kidney to the vaccination that resulted in the increased homogeneity of their transcriptomes. In the subsequent acute disease infection, we found that only the spleen responded with changes in gene expressions that corroborated the activation of T cell-mediated adaptive immunity. In addition, a semi-quantitative PCR detection of *Streptococcus iniae* using metagenomic DNA extracted directly from the holding water of the challenged seabass showed that vaccination resulted in reduction of pathogen shedding.

## Materials and Methods

### 2.1. Ethics Statement

This study and all procedures were approved by Temasek Life Sciences Laboratory Institutional Animal Care and Use Committee (approval ID: TLL(F)-10-003) for experiments carried out at Temasek Life Sciences Laboratory (License for Animal Research Facility No. VR016) and MSD Animal Health Innovation Pte Ltd Institutional Animal Care and Use Committee (approval ID: Project EXT-EXP 05 Aug 2011) for experiments carried out at MSD Animal Health Innovation Pte Ltd (License for Animal Research Facility No. VR001). All animal handling protocols comply with guidelines set by the National Advisory Committee on Laboratory Animal Research (NACLAR) for the care and use of animals for scientific purposes in Singapore. The Asian seabass were housed in appropriate containers with aeration during the experiment and were sacrificed or euthanized by overdose of Tricaine methane-sulfonate (MS-222; at least 300 mg/L for over 10 minutes until total loss of gill movement) following AVMA (American Veterinary Medical Association) guideline for euthanasia of animals.

### 2.2. Animals, experimental design and sampling

Three-month-old juvenile Asian seabass (*Lates calcarifer*) weighing about 30 g were sourced from the Marine Aquaculture Centre of the Agri-food and Veterinary Authority of Singapore and housed in aerated rectangular tanks under 28–32°C and 12L:12D cycle conditions.

A total of 210 individuals were used in this experiment. The experimental setup is summarized in **Fig. 1**. One group of juvenile seabass (105 individuals) was vaccinated against *Streptococcus iniae* via peritoneal injection (from here on termed ‘**vaccinated**’) with Norvax Strep Si (MSD Animal Health) at a dose of 0.1 ml/fish, while another group (105 individuals) was mock-vaccinated with equivalent volume of 0.01 M PBS with 1.5% saline (from here on termed ‘**control**’). To minimize pain during the injection, the fish were sedated with 30 parts per million (ppm) AQUI-S (50% isoeugenol; Aqui-S New Zealand Ltd). Subsequently, at Day 1 and Day 7 post-vaccination, 15 individuals were randomly sacrificed at each time point and from each group for spleen and head kidney collection. After the vaccination, the fish were housed in aerated rectangular tanks under 26–30°C and 14L:10D cycle conditions.

**Figure 1:**
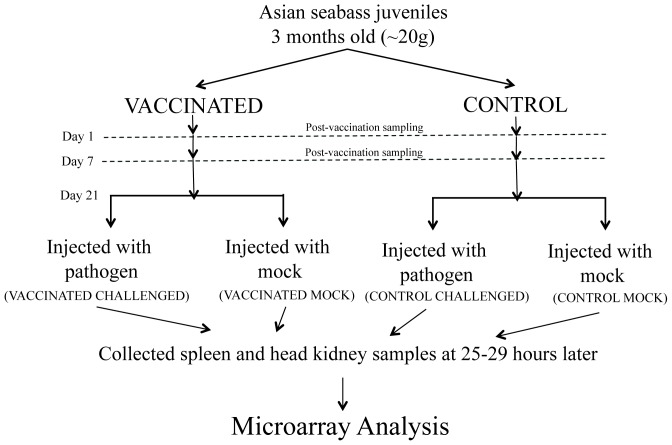
Flow chart of experimental setup. Spleen and head kidney samples were collected from a total of three time points (Day 1 and Day 7 post-vaccination; and 25–29 hours post-challenge).

At 21 days post-vaccination, *S. iniae* challenge was carried out. From each of the vaccinated and control groups, 48 and 50 individuals, respectively, were challenged with live pathogen via peritoneal injection (*S. iniae* suspended in bacterial culture broth diluted to 4.6×10^7^ colony forming unit per milliliter (cfu/ml), 0.1 ml/fish), while 25 individuals from each group were mock-challenged using an equivalent volume of 0.01 M PBS with 1.5% saline. Similarly, to minimize pain, the fish were sedated with AQUI-S during the injection. The four groups of seabass (from here on termed ‘**vaccinated challenged**’, ‘**vaccinated mock**’, ‘**control challenged**’ and ‘**control mock**’) were kept as four separate groups. They were monitored hourly during the day from 8 AM until 10 PM. Individuals found displaying abnormal swimming behavior were considered moribund or dead for the purpose of the survival study, recorded and humanely euthanized. Any specimen found dead the next morning was recorded and immediately removed. Survival analysis was carried out using the statistical software GraphPad Prism 6.

Twelve individuals from each of the four groups (total: 48 seabass) were sacrificed at 9–13 hours post challenge (hpc) and another twelve from each group were sacrificed at 25–29 hpc for spleen and head kidney collection. The experiment was terminated at 48 hpc (after the second morning) and any surviving seabass were euthanized.

### 2.3. Semi-quantitative PCR detection of bacteria from water samples

Water samples were collected in autoclaved glass bottles in 100 ml quantities. The water was vacuum-filtered through a 0.22 µm polyethersulfone filter and stored at −20°C prior to DNA extraction. Metagenomic DNA was extracted from the filter using the MoBio PowerWater DNA Isolation Kit (MoBio Laboratories). The brains of *S. iniae*-infected seabass were collected to serve as positive controls and the genomic DNA was extracted using the phenol-chloroform method. Genomic DNA from competent *E. coli* cells was extracted using Genomic DNA Mini Kit (Geneaid Biotech Ltd) and used as negative controls.

In order to detect the presence of *S. iniae*, a specific nested PCR protocol was carried out according to Berridge *et al.* (1998) [35]. First, a non-specific 16S-23S PCR reaction with forward primer (A1 -5′AGTCGTAACAAGGTAAGCCG3′) and reverse primer (B1 - 5′C T/C A/G T/C TGCCAAGCATCCACT3′) were cycled 35 times at 94°C for 1 min, 50°C for 1 min, and 72°C for 1 min, with a final extension for 5 min at 72°C [35]. Subsequently, the PCR product from the above reaction was used as template for a round of *S. iniae* specific PCR reaction with forward primer (5′144 - 5′GGAAAGAGACGCAGTGTCAAAACAC3′) and reverse primer (3′516 – 5′CTTACCTTAGCCCCAGTCTAAGGAC3′). The PCR cycling parameters for this reaction was similar to the previous one with modification of the annealing temperature from 50°C to 60°C. All PCR amplification products were examined by electrophoresis on a 1.5% agarose gel containing ethidium bromide. The expected product size for *S. iniae* specific reaction was 373 bp.

### 2.4. RNA extraction

Total RNA was extracted from spleen and head kidney tissues using the RNeasy Mini Kit (Qiagen) following the manufacturer's instructions. RNA quantity and quality was determined using spectrophotometer (NanoDrop) and Agilent 2100 Bioanalyzer (Agilent Technologies) respectively. Only RNA samples with RIN number >8 were used for microarray analysis.

### 2.5. Microarray hybridization and analysis

Microarray analyses were carried out on Agilent SurePrint G3 custom gene expression 8×60K oligonucleotide arrays (Cat No. G4102A). Eight microarray slides were used in this study and the data had been deposited into NCBI Gene Expression Omnibus database (**GSE51839**).

Total RNA (100 ng) was reverse transcribed and labeled using Agilent Low Input Quick Amp One Color labeling kit (Cat No. 5190-2305) according to the manufacturer's instructions. cRNA samples were labeled with cyanine 3-CTP and the amount of cyanine 3-labeled cRNA was determined using NanoDrop. Labeled cRNA samples with cRNA yields >0.825 µg and specific activity >6 pmol Cy3 per µg cRNA were used for hybridization.

Equal amounts of labeled target sample cRNA (600 ng) samples were hybridized to each individual array. Microarray hybridization conditions and washing procedures were performed as described in Agilent Gene Analysis protocols (One Color Microarray-Based Gene Expression Analysis, Version 6.5). Microarray slides were scanned using Profile AgilentG3_GX_1Color and the scan data were extracted using Agilent Feature Extraction Software.

Partek Genomic Suite (v6.6) was used to analyze the data. Microarray data were quantile normalized and log_2_ transformed for statistical analysis. Genes of interest that showed differential expression (>1.5-fold; p-value<0.05) were annotated further using KEGG Automatic Annotation Server (KEGG KAAS) through the single-directional best hit method [36].

### 2.6. Real-time RT-PCR

Real-time RT-PCR was carried out using the BioMark HD system (Fluidigm Corporation). Total RNA from spleen and head kidney (800 ng) were reverse transcribed using iScript cDNA Synthesis Kit (Bio-Rad Laboratories) following the manufacturer's instructions. Specific target amplification was carried out on the cDNA using TaqMan PreAmp Master Mix (Applied Biosystems PN 4361128) and the products were loaded onto the Fluidigm's Dynamic Array Integrated Fluidic Circuits (IFC) according to Fluidigm's EvaGreen DNA Binding Dye protocols. Quadruplicates were analyzed for each biological sample. The sequences of the primers used are listed in **Table S1**.

### 2.7. Gram staining of spleen and head kidney sections

Gram staining was carried out on cryosections of spleens and head kidneys. The samples were fixed overnight in 4% paraformaldehyde and followed by soaking in 30% sucrose for 6 hours at 4°C. The samples were then frozen in Jung tissue freezing and sectioned at 16 µm thickness by cryostat (Leica). Gram staining was carried by applying crystal violet staining reagent (2% weight per volume (w/v) crystal violet and 0.8% w/v ammonium oxalate in 20% ethanol) to the sections for 1 min and then washed in tap water briefly. This was followed by staining with Gram's Iodine (33% w/v iodine and 66% w/v potassium iodide) for 2 min and brief washing in tap water before decolourization in 95% ethanol and counterstaining using safranin (0.25% w/v safranin O in 10% ethanol).

## Results

### 3.1. Vaccination reduced mortalities and pathogen shedding in a pathogen challenge test

For both the ‘vaccinated challenged’ and ‘control challenged’ groups, with starting number of 48 and 50 individuals, respectively, 24 live seabass were sacrificed from each group for sample collection – 12 from each group at 9–13 hours post-challenge (hpc; not used in this study) and 12 from each group at 25–29 hpc. From the rest, only a single seabass died in the ‘vaccinated challenged’ group, while 17 were lost from the ‘control challenged’ group by the time the experiment was terminated at 2 days post challenge. Survival analysis using the log-rank (Mantel-Cox) test indicated that the survival curve for the ‘control challenged’ group was significantly different from that of the ‘vaccinated challenged’ group (p-value <10^−4^) (**Fig. 2**). This showed that the three week period between the vaccination and challenge were sufficiently long for the adaptive immunity to develop in the seabass against *S. iniae*. In addition, the control seabass started to die at 24 hpc, indicating that critical immune responses had to be activated before then.

**Figure 2:**
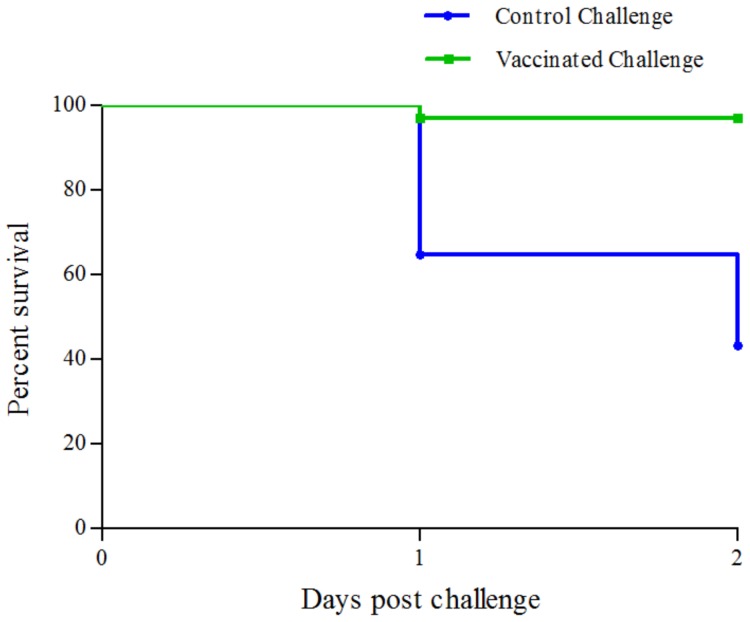
Survival curves for control challenged and vaccinated challenged seabass. The vaccinated challenged seabass showed better survival than the control seabass as the survival curves were significantly different (log-rank (Mantel-Cox) test; *P*<10^−4^).

We also carried out a semi-quantitative PCR detection of *S. iniae* from each of the water samples in which the four groups of seabass (i.e. ‘vaccinated challenged’, ‘vaccinated mock’, ‘control challenged’ and ‘control mock’) were kept (**Fig. 3**). A faint band of the expected product size for *S. iniae*-specific reaction could be detected from the water of ‘vaccinated challenged’ group at 14 hours post-challenge, while a much brighter band was observed from the ‘control challenged’ group at the same time point. At a later time point (37 hpc), the intensity of the band amplified from the water increased for both groups with the ‘control challenge’ group having a stronger band than that of the ‘vaccinated challenged’ group, which was still less intense than the ‘control challenged’ group at 14 hpc. This result indicated that *S. iniae* was present in the water holding both the ‘vaccinated challenged’ and ‘control challenged’ groups and the amount of *S. iniae* increased over time for both groups. However, the amount of *S. iniae* in the ‘vaccinated challenged’ group still remained less than that of the ‘control challenged’ group.

**Figure 3:**
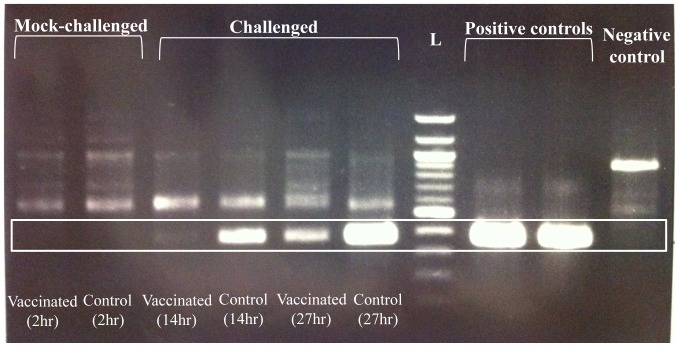
Semi-quantitative PCR detected variable amount of *Streptococcus iniae* from the water samples holding pathogen-challenged fish. The boxed region indicates the expected band size from *S. iniae* specific reaction (373 bp). No *S. iniae* band could be detected from the two ‘mock challenged’ groups and the negative control. The ‘control challenged’ group at 27 hours post-challenge (hpc) had the most intense band followed by ‘control challenged’ group at 14 hpc, ‘vaccinated challenged’ group at 27 hpc and ‘vaccinated challenged’ group at 14 hpc. The positive controls were from total genomic DNA extracted from brain of infected seabass. The negative controls were *E.coli* (XL-1 Blue) genomic DNA. L indicates 100 bp DNA ladder (NEB). Brackets indicate hours post challenge (hpc).

### 3.2. The presence of bacteria was confirmed in spleen and head kidney of control (un-vaccinated) seabass after pathogen challenge

Gram staining of spleens and head kidneys sections from control challenged seabass revealed the presence of gram-positive bacteria in these organs (**Fig. 4**). This confirmed that even though the fish were infected artificially, the bacteria remained viable and were able to spread into the spleens and head kidneys by 25–29 hours post challenge. For the vaccinated challenged groups, we could not find chain-like coccoid bacteria representative of *Streptococcus* within the spleens or head kidney samples, but could not rule out the presence of bacteria in the ‘vaccinated challenged’ spleens and head kidneys.

**Figure 4:**
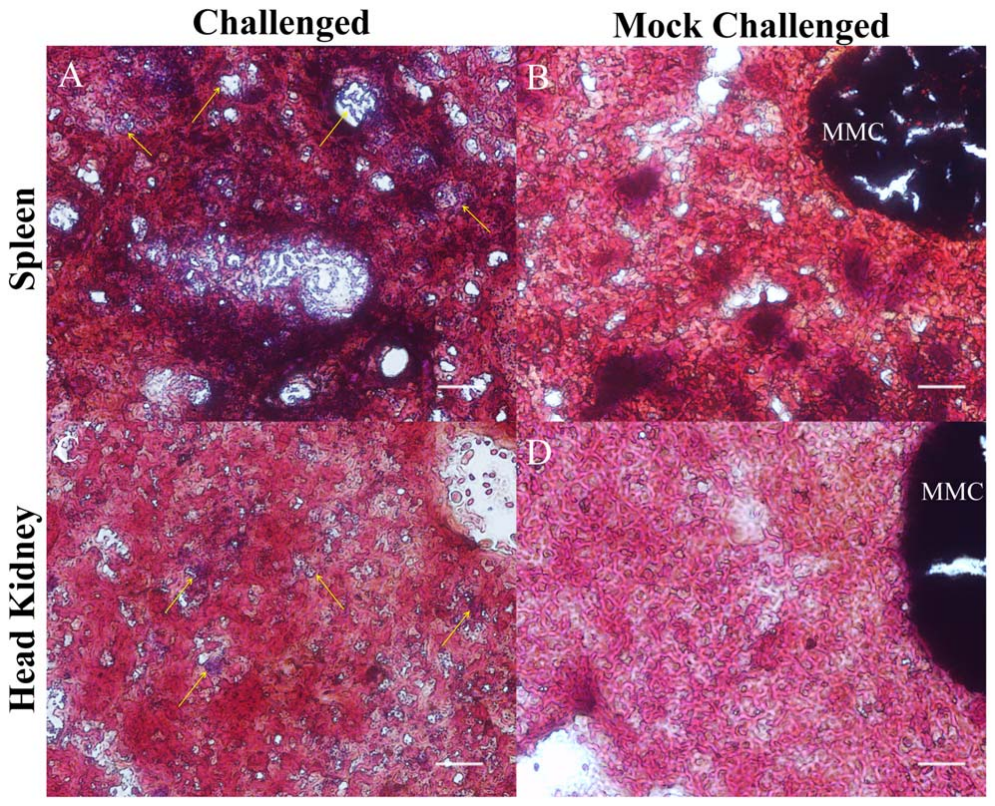
Gram staining of spleen and head kidney sections. Chain-like coccoid Gram-positive bacteria were present in the spleens (A) and head kidneys (C) of the ‘control challenged’ seabass, but not in the spleens (B) and head kidneys (D) of ‘control mock’ seabass. Arrows indicate bacteria. MMC - melano-macrophage center. Scale bar −20 µm.

### 3.3. Vaccination induced only transient change in the spleen transcriptome that disappeared by Day 7

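RNA from spleens taken 1 and 7 days after vaccination was hybridized to 14 single-colour oligonucleotide arrays. No pooling of fish is stated for them. For the challenge spleens, the legend of Fig. 6 gives 1 fish per profile, and each array was taken as 1 fish. The groups held 4 vaccinated and 4 control fish at Day 1, and 3 vaccinated and 3 control fish at Day 7. The arrays lay on 2 slides, and every group had arrays on both. Each group lay in a slide column of its own, so that column and group cannot be separated. Each array carried 61580 spots besides the control spots for 60080 probes, of which 59780 had 1 spot. In the counts of DETs, each probe stood for 1 transcript. The authors deposited the processed signal of every spot, an intensity on a linear scale that the scanner software had corrected for background within the array. They also deposited a matrix of quantile-normalized log2 values. From the processed signal, spots that the software called outliers were left out, which removed 39 values. The spots of a probe were averaged, and the log2 values were quantile normalized over the 14 arrays. Spots that the software called well above background made up a share that lay between 34.3% and 53.2% per array. Its mean was 43.9% ± 8.04 (SD, n = 4) in the vaccinated and 42.9% ± 8.60 (SD, n = 4) in the control spleens of Day 1. At Day 7, it was 41.1% ± 10.5 (SD, n = 3) and 41.8% ± 8.95 (SD, n = 3). The 4 groups were fitted together with limma over all 60080 probes, without a filter on signal. A DET had an adjusted p (Benjamini-Hochberg) under 0.05 and a fold-change of at least 1.5 in either direction. The number of arrays limits the precision of every fold-change.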

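Between the Day 1 vaccinated and control spleens, 1600 transcripts passed both thresholds, 717 higher and 883 lower in the vaccinated fish. With an unadjusted p under 0.05 and the same fold-change, 6735 passed. Of the 1600, 1034 were on probes well above background on every array of both groups. A block for replicate number is set aside because the numbers do not pair these fish. Scaling each array to its 75th percentile in place of quantile normalization gave 691 (379 higher and 312 lower). With each of the 8 arrays left out in turn, the count lay between 771 (without D1 vaccinated replicate 5) and 1257. Among DETs well above background on every array, the largest rise was that of CUST_27356 (hypothetical protein LOC100705516). It measured 11.67 ± 1.44 (SD, n = 4) on the log2 scale in the vaccinated and 6.49 ± 0.38 (SD, n = 4) in the control spleens, a log2 fold-change of 5.18 (standard error 0.71, adjusted p = 0.00385). CUST_42462 (hypothetical protein LOC100693288) rose by 4.15 (adjusted p = 0.0234) and CUST_30919 (uncharacterized protein LOC100144567) by 4.03 (adjusted p = 0.0241). The largest falls were 13.4-fold in CUST_12570 (adjusted p = 0.00143), 7.77-fold in CUST_17092 (adjusted p = 0.0415) and 7.28-fold in CUST_24467 (hypothetical protein LOC100704118; adjusted p = 0.00345). In fits with 1 array left out in turn, CUST_27356, CUST_12570 and CUST_24467 were DETs in 8 of 8 fits, CUST_42462 in 4 of 8, CUST_30919 in 3 of 8 and CUST_17092 in 1 of 8.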

At Day 1 post-vaccination, there were 938 differentially expressed transcripts (DETs) between spleens from the ‘vaccinated’ and ‘control’ groups. However, at Day 7 post-vaccination, this was reduced to only a single DET (**Table 1**). 

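The single transcript that passed both thresholds between Day 7 vaccinated and control spleens was CUST_50603, which has no name in the supplementary tables as held here and was chosen after its values were seen. It measured 6.62 ± 0.45 (SD, n = 3) on the log2 scale in the vaccinated spleens. No Day 7 control spleen had a signal well above background, so that it was at least 3.19-fold higher in the vaccinated fish (adjusted p = 3.41e-05). With an unadjusted p under 0.05 and a fold-change of at least 1.5, 2627 transcripts passed. With each of the 6 arrays left out in turn, the count lay between 1 and 64, the latter without D7 vaccinated replicate 3. The 1600 DETs of Day 1 were chosen for their difference on that day. Of these, 1592 had a smaller difference at Day 7 and 933 kept its direction. Their median log2 fold-change, signed by the Day 1 direction, was 1.29 at Day 1 and 0.09 at Day 7. In the 16 subsets of 3 vaccinated against 3 control fish of Day 1, the median count was 520.5 and the lowest was 317. The change of the vaccination effect between the days was tested directly as an interaction, which gave 45 DETs, 13 with a more positive and 32 with a more negative effect at Day 7. Scaling to the 75th percentile reduced the 45 to 3, while normexp gave 222 and leaving out dim probes gave 198. With slide and row as blocks, a setting chosen after seeing the data, there were 7. Without D1 control replicate 2 there were 9, and without D7 control replicate 3 there were 110.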

No transcript showed significant difference between Day 1 and Day 7 control spleens, while over 300 DETs were found between Day 1 and Day 7 vaccinated spleens. 

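Between Day 7 and Day 1 control spleens, limma gave 0 DETs, and an ordinary linear model gave 0. With an unadjusted p under 0.05 and a fold-change of at least 1.5, 6223 transcripts passed. Without D7 control replicate 4, 73 DETs appeared. Between Day 7 and Day 1 vaccinated spleens, 464 DETs were found, 97 higher and 367 lower at Day 7. With 1 array left out in turn, the count lay between 267 (without D7 vaccinated replicate 4) and 482. Scaling to the 75th percentile gave 290, of which 28 were higher. With slide and row as blocks, a setting chosen after seeing the data, 284 were found. Among DETs well above background on every array, CUST_27356 fell furthest, by 28.5-fold (standard error 0.77 on the log2 scale, adjusted p = 0.0120). CUST_31869 (hypothetical protein LOC100693297) was 16.7-fold lower (adjusted p = 0.00757). CUST_12830, without a name in the tables as held here, was 16.0-fold lower (adjusted p = 0.00657). CUST_24467 rose by 3.07 on the log2 scale (standard error 0.42, adjusted p = 0.00432). CUST_24467, CUST_31869 and CUST_12830 were DETs in each of the 7 fits with 1 array left out, and CUST_27356 in 5 of 7. CUST_37300 and CUST_54079 rose by 2.48 and 2.43 (adjusted p = 0.0470 and 0.0429), each a DET in 2 of 7 fits.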

The difference between Day 1 and Day 7 vaccinated spleens was also reflected in the hierarchical clustering map (**Fig. 5**).

**Figure 5:**
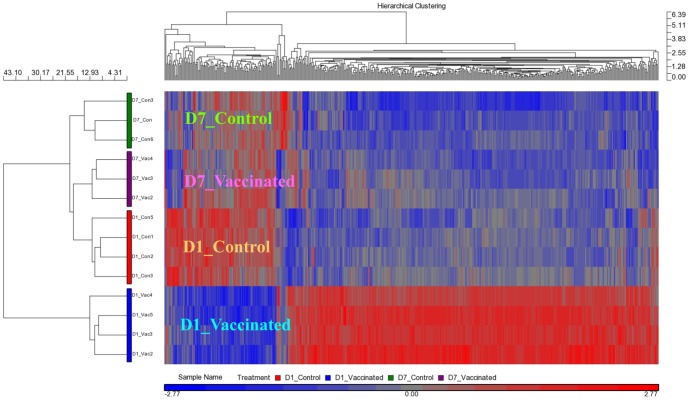
Vaccination induced a transient change in spleen transcriptome. The Day 1 post-vaccination spleens (D1_Vaccinated) clustered in their own primary clade while the Day 7 post-vaccination spleens (D7_Vaccinated) and the control spleens at Day 1 and Day 7 (D1_Control and D7_Control, respectively) clustered together in another primary clade. The D7_Vaccinated, D1_Control and D7_Control spleens were clustered separately in their own secondary clades, highlighting their distinct transcriptome profiles even though the expression of individual genes may not have shown significant change between the three groups. The hierarchical clustering map was generated using 498 probes that showed p-value with false discovery rate (FDR) (treatment – vaccination status and days post-vaccination) <0.05 in a one-way Anova analysis. The color bar at the bottom indicates the relative expression level of transcripts. Red boxes indicate high expression, whereas the blue ones label low expression.

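The F test of limma over the 4 groups was past an adjusted p of 0.05 for 918 probes. At an unadjusted p of 0.01, 3516 probes passed, where 600.8 are expected by chance. With dim probes left out the count was 1997, and with scaling to the 75th percentile it was 429. An ordinary linear model with slide and slide row as blocks on the authors' matrix values called 81. Leaving out D1 vaccinated replicate 5 gave 396, the lowest count with 1 array left out.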

**Table 1:** The number of Differentially Expressed Transcripts* between vaccinated and control spleens at Day 1 (D1) and Day 7 (D7) post-vaccination.

Comparison	Upregulated	Downregulated	Total
D1 Vaccinated vs D1 Control	485	453	938
D7 Vaccinated vs D7 Control	1	0	1
D7 Vacinated vs D1 Vaccinated	51	280	331
D7 Control vs D1 Control	0	0	0

*p-value FDR<0.05; fold-change ≥1.5 or ≤−1.5.

Under the hierarchical clustering map, Day 1 vaccinated spleens clustered separately from the other three groups of spleens. Notably, Day 7 vaccinated spleens were clustered together with the control spleens, indicating that their transcriptomes were more similar to the control spleens than those of the Day 1 vaccinated spleens (**Fig 5**). 

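On the 918 probes, average linkage of Euclidean distances parted the 4 Day 1 vaccinated spleens from the other 10, with 0 arrays on the other side. Each of the 4 groups formed a clade of its own. Complete linkage, Ward linkage and 1 minus Pearson's correlation gave the same 2 primary clades, and so did each of the 14 fits with 1 array left out. The probes were chosen for differences between these groups. On all 60041 probes with a value on every array, the smaller primary clade held 1 array, and 5 arrays lay on the other side. The 14815 probes well above background on every array also placed 5 on the other side. From the shared clade of the Day 7 vaccinated and control spleens, the paper reasons that their transcriptomes were closer to each other than to those of the Day 1 vaccinated spleens.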

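The 938 transcripts of Table S2, chosen by the study on Day 1 fish, were tested as a set in the Day 7 spleens, each signed by its Day 1 direction. Their median log2 fold-change at Day 7 was 0.12, and 62.2% had the Day 1 direction. With limma's camera at a preset correlation of 0.01, the set moved in the Day 1 direction (p = 0.00150, adjusted over 8 set tests 0.00240). This call did not hold under fry (p = 0.208) or with an estimated correlation (p = 0.337). Without D7 control replicate 3, camera gave 0.238. Exact comparison of all splits of the arrays could not exclude chance for this set with 3 fish in each group. Of the 8 set tests, fry and the estimated correlation kept the camera calls of the cell cycle and DNA replication set in both challenge comparisons and no other camera call. The 485 transcripts listed as higher had a median of 0.28. Before signing, the 453 listed as lower had a median of 0.04, which is opposite to their Day 1 direction. The move in the Day 1 direction therefore came from the transcripts listed as higher.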

Taken together, the results showed that the change in the transcriptome profile of the spleen brought about by the vaccination was transient.

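The genes that Table S3 lists by KEGG pathway were matched to their probes, and every matched probe was a DET in the Day 1 spleens here, higher in the vaccinated fish. The study chose these lists on the same fish, so the counts are not independent evidence. Cell cycle genes had 31 transcripts with a median log2 fold-change of 2.39 (0.74 to 3.82). DNA replication genes had 25, with a median of 2.02 (0.60 to 3.46). The Fanconi anemia pathway had 12 with a median of 2.02 (1.21 to 3.19). Purine metabolism had 14 with a median of 2.03, and pyrimidine metabolism had 17 with a median of 2.02, both from 0.92 to 3.07.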

A KEGG analysis of the 485 DETs that were up-regulated in Day 1 vaccinated spleens compared to Day 1 control spleens indicated that many of these transcripts represented genes that were associated with pathways involved in DNA replication, cell cycle, Fanconi anemia pathway and purine and pyrimidine metabolism. Genes involved in proteolysis, phagocytosis and apoptosis were also up-regulated (**Table 2**; see **Table S2** for the complete list of 938 DETs and **Table S3** for the complete list of genes involved in the above-mentioned pathways). 

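In the same comparison, the 11 listed proteasome transcripts had a median log2 fold-change of 0.83, from 0.60 to 1.13. The 5 phagosome transcripts had a median of 1.09 (0.69 to 2.81), and the 10 transcripts of the p53 signaling pathway had a median of 1.84 (0.74 to 3.82). All of them were DETs higher in the Day 1 vaccinated spleens, on lists that the study drew from these fish.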

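The 7 immune-related genes that Table S2 lists as higher were all DETs here and all higher in the Day 1 vaccinated spleens. The probe CUST_48071 of *c7* measured 6.75 ± 0.30 (SD, n = 4) on the log2 scale in the vaccinated fish. No control spleen had a signal well above background, so that *c7* was at least 3.81-fold higher in the vaccinated spleens (adjusted p = 9.39e-07). It was a DET in all 8 fits with 1 array left out. The probe CUST_10866 of *il12b* measured 4.77 ± 0.55 (SD, n = 4) in the vaccinated and 2.83 ± 0.06 (SD, n = 4) in the control spleens (adjusted p = 0.00132). Its signal was well above background in 2 of 4 vaccinated spleens and in 0 of 4 control spleens, and no lower limit could be set for its fold-change. In 10 of 13 other settings, *il12b* was a DET.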

Only seven immune-related genes were found to be up-regulated as a result of the vaccination and two such examples were - *complement component 7* (16.9 fold-change; p-value <0.001) and *interleukin 12b* (4.0 fold-change; p-value  = 0.006) (**Table S2**).

**Table 2:** The list of KEGG pathways with member genes up-regulated* in the spleen at one day post-vaccination.

KEGG	KEGG Pathway	No. of genes
ko03050	Proteasome	11
ko04145	Phagosome	5
ko04115	p53 signaling	10
ko03460	Fanconi anemia pathway	12
ko04110	Cell cycle	31
ko03030	DNA replication	25
ko00230	Purine metabolism	14
ko00240	Pyrimidine metabolism	17

*p-value FDR<0.05; fold-change ≥1.5.

### 3.4. Upon pathogen challenge, spleens from vaccinated seabass showed an up-regulation of a specific set of immune response genes not found in controls

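Spleens of the challenge experiment were hybridized to 15 arrays of the same design, with 3 ‘control challenged’ fish and 4 fish in each of the ‘control mock’, ‘vaccinated challenged’ and ‘vaccinated mock’ groups. The arrays lay on 2 slides with every group on both and each group in a column of its own. The files hold the same kinds of values as for the vaccination experiment, and they were processed in the same way over these 15 arrays. The spots left out as outliers removed 371 values, and 1 array, control challenged replicate 2, had 362 such spots against a median of 26. The share of spots well above background lay between 47.3% and 66.9%. It was 48.7% ± 2.45 (SD, n = 3) in ‘control challenged’ and 55.6% ± 3.67 (SD, n = 4) in ‘control mock’ spleens. In ‘vaccinated challenged’ spleens it was 53.9% ± 2.86 (SD, n = 4), and in ‘vaccinated mock’ spleens 58.9% ± 5.71 (SD, n = 4). Spleens were sampled 25 to 29 hours after the challenge.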

The pathogen challenge took place three weeks after the vaccination and spleen samples were collected at 25–29 hpc. A principal component analysis of the spleen transcriptomes showed that the ‘mock challenged’ spleens, whether vaccinated or control, grouped together (**Fig. 6**). This indicated that their transcriptomes were similar. In addition, there was also no DET found between these two mock-challenged groups (**Table 3**). This result further confirmed the transient effect of vaccination on the spleen transcriptome.

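The first 3 principal components of the 59709 probes with a value on every array held 30.1%, 14.5% and 9.47% of the variance. With the probes scaled to the same spread, their sum of 54.1% became 47.2%. Between the means of the ‘vaccinated mock’ and ‘control mock’ spleens, the distance in these 3 components was 8.42. A two-sided exact permutation test of the labels gave p = 0.914.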

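Between ‘vaccinated mock’ and ‘control mock’ spleens, limma and an ordinary linear model each gave 0 DETs over all 60080 probes. With an unadjusted p under 0.05 and a fold-change of at least 1.5, 876 transcripts passed, 401 higher and 475 lower in the vaccinated fish. Leaving out each of the 8 arrays in turn also gave 0.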

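In the comparison of the mock-challenged spleens, the 935 transcripts of Table S2 with values had a median log2 fold-change of 0.02 in their Day 1 direction, which 54.0% of them shared. By camera, p was 0.181 (adjusted 0.207). With scaling to the 75th percentile it was 2.46e-04, and over the alternatives p lay between 2.46e-04 and 0.698. Without vaccinated mock replicate 4, p was 2.70e-04. From the lack of DETs between the mock-challenged groups, the paper concludes that the effect of vaccination on the spleen was transient.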

**Figure 6:**
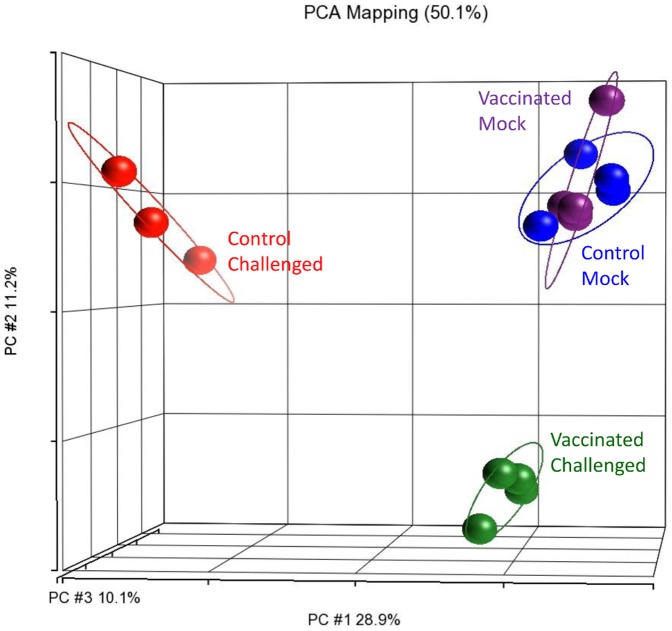
‘Mock challenged’ spleens clustered together regardless of vaccination background under a principal component analysis plot. The ‘mock challenged’ spleens exhibited similar transcriptome profiles at 22 days post-vaccination, while the ‘control challenged’ and ‘vaccinated challenged’ ones grouped separately, reflecting their transcriptomic distinctness from one another and from the ‘mock challenged’ spleens. Each sphere represents the transcriptomic profile of the spleen of one seabass individual.

**Table 3:** The number of Differentially Expressed Transcripts* between the four groups of spleens at 25–29 hours post challenge.

Comparison	Upregulated	Downregulated	Total
Vaccinated Challenged vs Vaccinated Mock	438**	538	976
Control Challenged vs Control Mock	5,285	6,872	12,157
Vaccinated Mock vs Control Mock	0	0	0

*(p-value FDR<0.05; fold-change ≥1.5 or ≤−1.5).

**See **Tables S4 and S5** for the gene lists.

On the other hand, the ‘vaccinated challenged’ and ‘control challenged’ spleens clustered away from one another and also away from the two ‘mock challenged’ groups (**Fig. 6**). 

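In the same components, ‘vaccinated challenged’ spleens lay at a distance of 131.2 from the ‘vaccinated mock’ and 135.9 from the ‘control mock’ group mean. ‘Control challenged’ spleens lay at 265.4 from ‘control mock’, 259.5 from ‘vaccinated mock’ and 237.2 from ‘vaccinated challenged’ spleens. Each of these 5 distances had an exact permutation p of 0.0286, the smallest that 35 splits of 3 against 4 fish or 70 of 4 against 4 allow, and 0.0343 after adjustment over the 6 pairs of groups.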

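Between ‘control challenged’ and ‘control mock’ spleens, 10791 transcripts were DETs, 4879 higher and 5912 lower after challenge. With an unadjusted p under 0.05, 17459 passed. With the share of spots well above background as a covariate it was 7229. With each of the 7 arrays left out, it lay between 8313 and 10794. Of the 10791, 6106 were on probes well above background on every array of both groups. Among these, the largest rises were in CUST_8415 (immune-responsive gene 1 protein homolog), CUST_19999 (hepcidin-1-like) and CUST_30919. CUST_8415 measured 15.07 ± 0.60 (SD, n = 3) on the log2 scale after challenge and 6.12 ± 0.91 (SD, n = 4) after mock challenge, a log2 fold-change of 8.95 (standard error 0.91, adjusted p = 3.77e-05). CUST_19999 rose by 8.94 (standard error 0.76, adjusted p = 1.11e-05) and CUST_30919 by 8.51 (adjusted p = 1.53e-05). The largest falls were 38.4-fold in CUST_38554 (adjusted p = 3.44e-05), 21.6-fold in CUST_40443 (adjusted p = 4.58e-05) and 21.1-fold in CUST_25741 (adjusted p = 0.00694), all without a name in the tables as held here. These 6 transcripts were DETs in all 7 fits with 1 array left out.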

Following pathogen challenge, spleens from ‘control challenged’ seabass showed a drastic change in their transcriptome profile with over 12,000 DETs when compared to the ‘control mock’ (**Table 3**). In the ‘vaccinated challenged’ seabass, the change was less drastic and there were only 976 DETs when compared to the ‘vaccinated mock’ (**Table 3**). In addition, under the hierarchical clustering map, the vaccinated challenged spleens clustered together with the mock challenged samples in the same primary clade while the control challenged seabass clustered into another primary clade (**Fig. 7**).

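Between ‘vaccinated challenged’ and ‘vaccinated mock’ spleens, 1166 transcripts were DETs, 542 higher and 624 lower. At an unadjusted p under 0.05, 6245 passed. With 1 array left out in turn, the count lay between 583 (without vaccinated mock replicate 3) and 909. The ‘control challenged’ group has 3 fish, so the test was repeated with 3 of the 4 ‘vaccinated challenged’ fish, which gave a median of 796 (633 to 911) in the 4 choices. Equally numbered arrays varied alike and shared slide and row, and with replicate number as a block the count was 1692. With the share of spots well above background as a covariate it was 503. CUST_1825 (*c7*) rose by 4.22 (standard error 0.82, adjusted p = 0.0184) and CUST_30919 by 4.02 (adjusted p = 0.0104). The transcript CUST_46170 was 14.8-fold lower (adjusted p = 2.56e-04) and CUST_11057 was 17.9-fold lower (adjusted p = 0.00232). CUST_27356 rose by 3.71 (adjusted p = 0.0315), and CUST_6441 was 16.5-fold lower (adjusted p = 0.0174). CUST_1825 was a DET in 5 of 8 fits with 1 array left out, CUST_27356 in 2 of 8, CUST_6441 in 6 of 8 and the other 3 in 8 of 8. The difference of the challenge effects between vaccinated and control fish was tested as an interaction. It had 2966 DETs, 1478 more positive and 1488 more negative in vaccinated fish, between 1718 (without control challenged replicate 7) and 4067 with 1 array left out. In 2698 of them, the change was larger in the control fish. Of the 752 DETs common to both comparisons, 716 changed in the same direction and 502 changed more in the control fish. Of the 10791 DETs of the control spleens, 71.9% had the same direction in the vaccinated spleens.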

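Average linkage of Euclidean distances on 9539 probes past the F test with a value on every array put the 3 ‘control challenged’ spleens in 1 primary clade and the other 12 spleens in the other. Complete and Ward linkage and correlation distance gave the same primary clades, and so did all 59709 probes, the 21025 probes well above background and each of the 15 fits with 1 array left out.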

**Figure 7:**
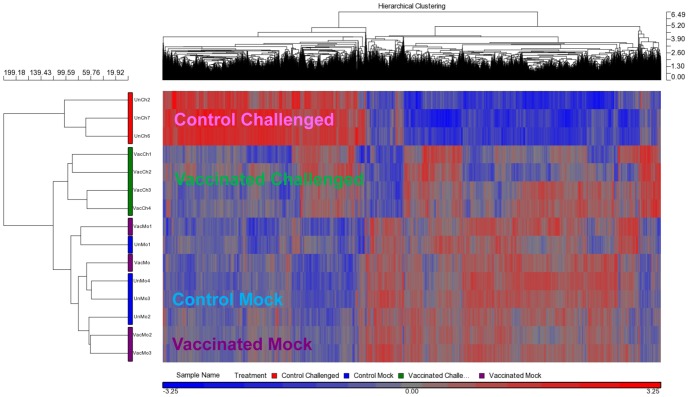
‘Control challenged’ spleen had greater change in transcriptome profile compared to ‘vaccinated challenged’ spleen. The transcriptomic profiles of the ‘vaccinated challenged’ spleens at 22 days post-vaccination were more similar to the ‘control mock’ and ‘vaccinated mock’ spleens. The ‘vaccinated challenged’ spleens clustered together with the ‘mock challenged’ ones in the same primary clade, but in their own sub-clade, while the ‘control challenged’ seabass clustered into another major clade. The hierarchical clustering map was generated using 10,331 probes that showed a p-value with FDR (treatment) <0.05 in a one-way Anova analysis.

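At an adjusted p of 0.05, the F test of limma over the 4 challenge groups called 9601 probes. With slide as a block, the alternative with the highest count, it called 11179. Leaving out control challenged replicate 7 gave 6410, the lowest count with 1 array left out. The ‘control challenged’ and the ‘vaccinated challenged’ spleens each formed a clade of their own, and the ‘vaccinated mock’ and ‘control mock’ spleens did not. These probes were chosen by group. On all 59709 probes, and on the 21025 well above background, 1 group alone formed its own clade.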

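Of the 542 transcripts that rose past both thresholds in the vaccinated spleens after challenge, 246 did not in the control spleens and 296 did. In the 246, the median log2 fold-change was 1.69 in vaccinated and 0.11 in control spleens. Among the controls, 142 of the 246 were higher after challenge, 59 of them by at least 1.5-fold, and 18 were lower past both thresholds. Requiring an unadjusted p of at least 0.05 in the controls left 198. Requiring the difference of the challenge effects to pass an adjusted p of 0.05 left 98. Without vaccinated mock replicate 1, the count was 111, the lowest with 1 array left out. With replicate number as a block, it was 561 of 782. The block also entered the control comparison, whose groups mostly have different numbers. Of the 561, 192 rose by at least 1.5-fold in the controls, so that this count rests in part on that block.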

There were 214 DETs that showed up-regulation upon pathogen challenge in the vaccinated spleens, but not in the controls when compared against their respective ‘mock challenged’ spleens (**Fig. 8**). Among these 214 DETs, nine were genes involved in immune-related pathways and eight of them were further validated by real-time RT-PCR. 

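All 9 genes of Table 4A (*lck*, *zap70*, *trbv*, *ccr4*, *ccr7*, *cxcr5*, *sh2d1a*, *tlr1* and *bcl2*) were higher in ‘vaccinated challenged’ than in ‘vaccinated mock’ spleens, with log2 fold-changes from 0.97 to 2.51 and a median of 1.75. Adjusted over all probes, 5 were DETs, and adjusted over the list alone 9 were past 0.05. With replicate number as a block, *lck*, *zap70*, *trbv* and *sh2d1a* were DETs too (adjusted p = 0.0330, 0.0122, 0.0106 and 0.0157). Equally numbered arrays of these 2 groups varied alike, and they also shared slide and row. The study chose the list on these samples, so the second count is not independent evidence. The probe CUST_59927 of *bcl2* measured 5.75 ± 0.54 (SD, n = 4) on the log2 scale in ‘vaccinated challenged’ and 3.73 ± 0.21 (SD, n = 4) in ‘vaccinated mock’ spleens, a log2 fold-change of 2.02 (standard error 0.46, adjusted p = 0.0399). It was well above background in 4 of 4 and 1 of 4 of these spleens. It was a DET in 1 of 8 fits with 1 array left out. In control spleens its log2 fold-change was -0.85 (adjusted p = 0.278), and the difference was 2.86 (adjusted p = 0.0277). Among ‘control challenged’ spleens, 1 of 3 was well above background for *bcl2*, against 4 of 4 ‘control mock’ spleens. The sizes of both values therefore rest in part on signals near background.

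**Figure D1:**
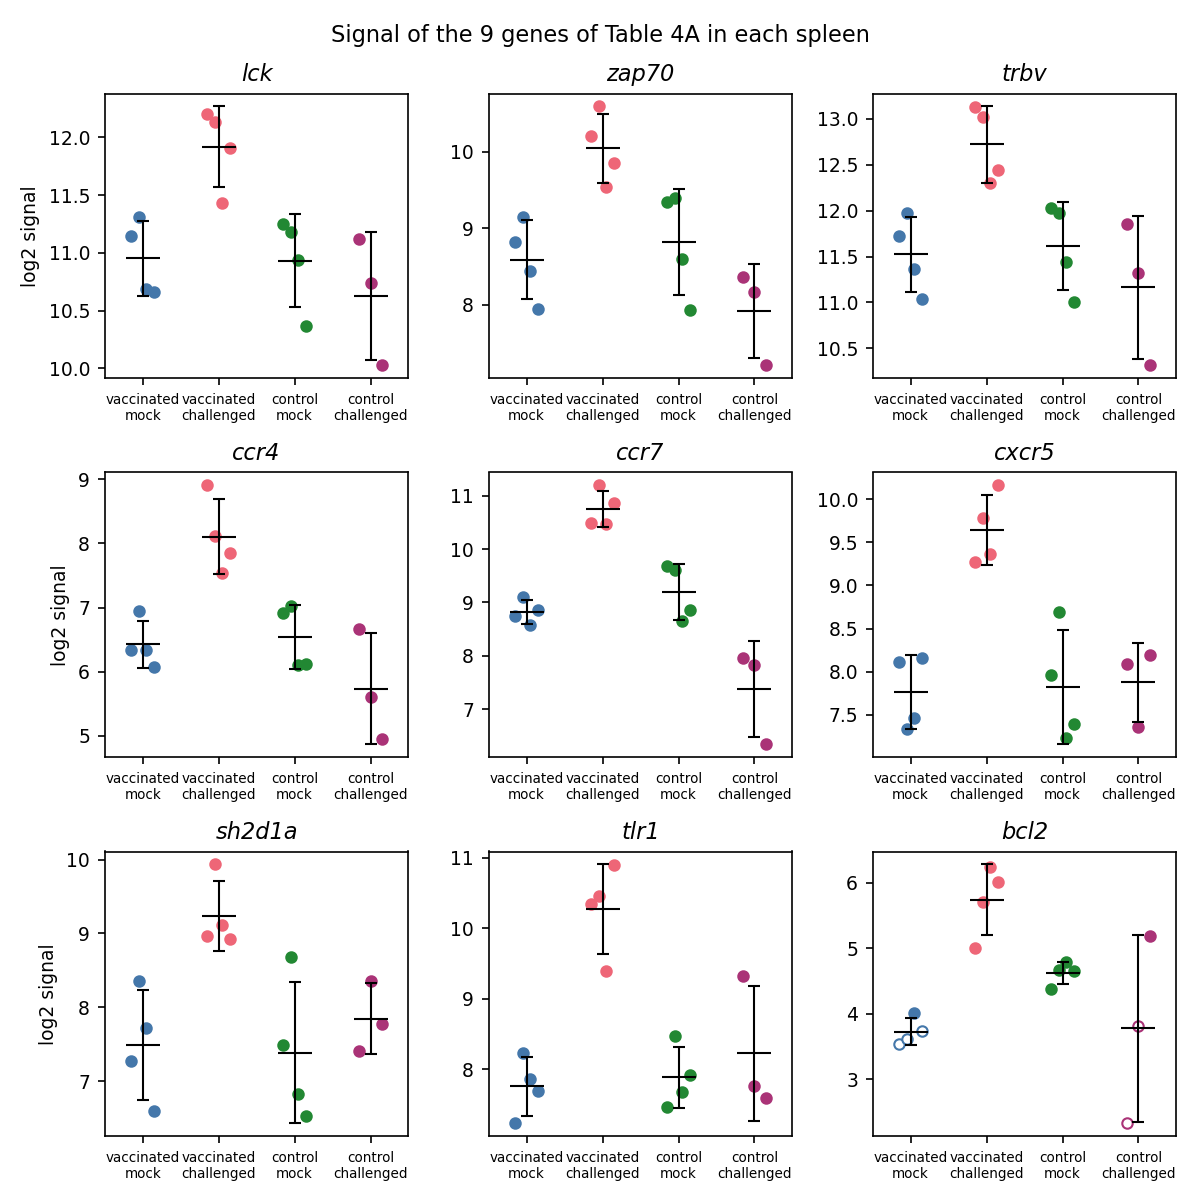
Log2 signal of the 9 genes of Table 4A in each spleen of the challenge experiment, by group. Points are single fish, with open symbols for signals not well above background, and bars show the mean and the SD of 3 or 4 fish. In each panel the mean of the ‘vaccinated challenged’ spleens lies above that of the ‘vaccinated mock’ spleens.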

Data from the validation test also confirmed that these eight genes do not show any up-regulation in the ‘control challenged’ spleens indicating the possible use of these genes as biomarkers for response to *S. iniae* infection in a vaccinated seabass (**Table 4A**).

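In ‘control challenged’ against ‘control mock’ spleens, 3 of the 9 genes were higher and 6 were lower, with log2 fold-changes from -1.82 to 0.46. None of the 9 rose past both thresholds, and 1 (*ccr7*) fell past them. The challenge effect was more positive in vaccinated than in control fish for all 9 genes. The difference passed an adjusted p of 0.05 for 4 of them over all probes and for 8 over the list alone, which is not independent evidence.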

**Figure 8:**
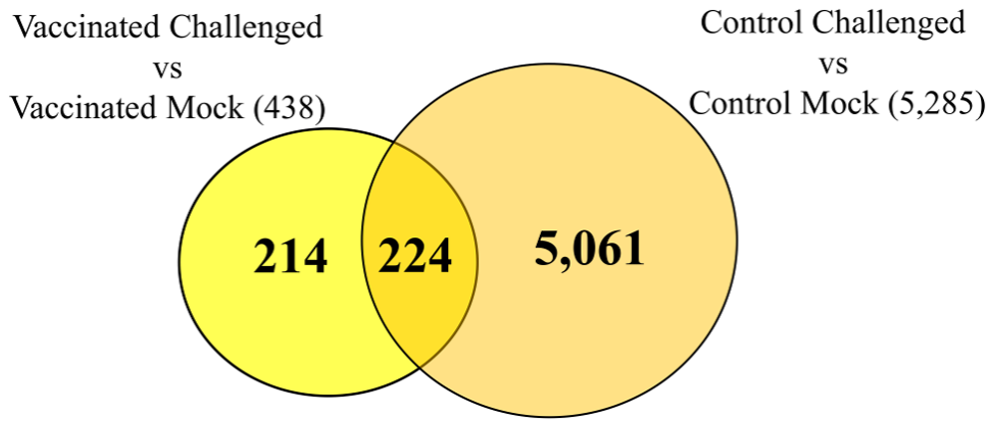
Up-regulated transcripts after pathogen challenge in the spleen. The Venn diagram shows the number of up-regulated transcripts when comparing the ‘challenged’ spleens against ‘mock challenged’ ones under the vaccinated and control (un-vaccinated) backgrounds. A total of 214 transcripts were uniquely up-regulated in the vaccinated background, while not found among the 5,285 that were up-regulated upon challenge in the un-vaccinated background. (For the list of these 214 transcripts see Supplementary Table S4).

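The paper's list of 214 transcripts (Table S4) was followed in these values. All 214 were higher in the vaccinated spleens after challenge, 136 passed both thresholds there, and 132 of these did not rise past them in the control spleens. In the control spleens, 4 rose and 18 fell past both thresholds. Median log2 fold-changes were 1.47 in vaccinated and 6.68e-04 in control spleens. The difference of the challenge effects passed an adjusted p of 0.05 for 92 over all probes and for 169 adjusted over the list alone, on a list that the study chose on these samples.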

**Table 4:** List of genes tested by real-time RT-PCR for potential biomarkers of vaccination-induced response in spleen.

			Vaccinated Challenged vs Vaccinated Mock (Spleen)					Control Challenged vs Control Mock (Spleen)				
			Microarray		qRT-PCR		Validation*/Direction	Microarray		qRT-PCR		Validation/Direction
S/N	KO	Gene Symbol & Name	p-value	Fold-Change	p-value	Fold-Change		p-value	Fold-Change	p-value	Fold-Change	
**(A) Genes that are uniquely up-regulated in vaccinated challenged spleens**												
1	K05856	*lck; lymphocyte cell-specific protein tyrosine kinase*	0.039	1.96	0.003	2.68	Yes/Up	0.432	−1.18	0.278	1.51	Yes/NS**
2	K07360	*zap70; zeta-chain (TCR) associated protein kinase*	0.017	2.76	0.001	4.45	Yes/Up	0.039	−1.67	0.796	1.04	No
3	K10785	*trvb; T-cell receptor beta chain variable region*	0.019	2.29	7.9E-05	2.78	Yes/Up	0.221	−1.27	0.529	1.12	Yes/NS
4	K04179	*ccr4; C-C chemokine receptor type 4*	0.027	3.20	0.018	2.26	Yes/Up	0.125	−1.63	0.003	−3.47	No
5	K04182	*ccr7; C-C chemokine receptor type 7*	0.037	3.84	0.011	4.27	Yes/Up	0.014	−3.31	0.029	−2.59	Yes/Down
6	K04190	*cxcr5; C-X-C chemokine receptor type 5*	0.038	3.69	1.6E-04	3.91	Yes/Up	0.881	1.07	0.204	−1.45	Yes/NS
7	K07990	*sh2d1a; SH2 domain containing 1a*	0.031	3.37	0.007	3.10	Yes/Up	0.131	1.70	0.528	1.16	Yes/NS
8	K05398	*tlr1; toll-like receptor 1*	0.035	5.74	4.0E-04	6.40	Yes/Up	0.545	1.37	0.404	1.23	Yes/NS
9	K02161	*bcl2; B-cell leukemia/lymphoma 2*	0.049	4.04	0.177	10.12	No	0.211	−1.79	0.140	188.23	Yes/NS
**(B) Genes that are uniquely differentially expressed in control challenged spleens**												
1	K05496	*bmp3/3b; bone morphogenetic protein 3/3b*	0.886	−1.25	0.663	1.51	Yes/NS	0.001	−63.28	0.053	−3.33	No
2	NIL	*gas7l; growth arrest-specific 7-like* (By Blast)	0.242	4.12	0.330	1.65	Yes/NS	0.044	−6.57	0.049	−3.61	Yes/Down
3	K03173	*traf2; Tnf receptor-associated factor 2*	0.109	1.96	0.015	1.79	No	0.001	6.42	0.008	2.72	Yes/Up
4	K08617	*adamts1; ADAM metallopeptidase with thrombospondin type 1 motif, 1*	0.896	−1.56	0.105	10.04	Yes/NS	0.047	17.50	0.005	18.05	Yes/Up
5	K05148	*tnfrsf11b; tumor necrosis factor receptor superfamily member 11b*	0.632	1.94	0.083	6.83	Yes/NS	0.003	26.16	0.416	1.68	No
6	K10030	*il8; interleukin 8*	0.308	1.66	0.036	7.87	No	1.7E-04	35.09	0.001	13.82	Yes/Up
7	K05443	*il10; interleukin 10*	0.546	1.99	0.079	8.04	Yes/NS	0.001	42.96	0.281	5.86	No
8	K03996	*c7; complement component 7*	0.289	3.19	0.095	31.67	Yes/NS	0.001	54.71	3.5E-05	83.16	Yes/Up
9	K04387	*il1r2; interleukin 1 receptor type 2*	0.736	1.43	0.222	11.35	Yes/NS	4.1E-04	68.86	4.7E-06	46.69	Yes/Up
10	K04519	*il1b; interleukin 1b*	0.854	1.38	0.037	69.17	No	4.4E-04	300.64	8.4E-06	258.16	Yes/Up
11	K04358	*fgf; fibroblast growth factor*	0.988	1.10	0.113	15.21	Yes/NS	0.002	394.46	0.003	98.10	Yes/Up
12	K05625	*tgm2; transglutaminase 2*	0.542	1.76	0.184	6.83	Yes/NS	1.4E-04	472.68	0.014	383.82	Yes/Up

*Conditions for validation of microarray data by real-time RT-PCR: For significant differential expression, data from both platforms must show p-value ≤0.05 and fold-change≥1.5 or ≤−1.5 in the same direction.

**NS indicate no significant change (p-value >0.05 and/or fold-change <1.5 or >−1.5).

On the other hand, there were 5,061 DETs that showed up-regulation in the control spleens, but not in the vaccinated spleens, when compared against their respective ‘mock challenged’ counterparts (**Fig. 8**). These DETs included genes involved in numerous signaling pathways and immune pathways (**Table S6**). 

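Among the transcripts that rose past both thresholds in the control spleens, 4583 did not in the vaccinated spleens. Over the 10791 DETs of the control spleens, the median absolute log2 fold-change was 1.70. The median log2 fold-change of the same transcripts in the vaccinated spleens, signed by the direction in the controls, was 0.28. The interaction passed an adjusted p of 0.05 for 2696 of the 10791.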

We have also tested 12 genes that were found by microarray to be differentially expressed in the ‘control challenged’ spleen, but not in the ‘vaccinated challenged’ spleens when compared against their respective ‘mock challenged’ counterparts. 

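Of the genes of Table 4B, 10 could be matched to a probe. All 10 were DETs higher in ‘control challenged’ than in ‘control mock’ spleens, with a median log2 fold-change of 5.47. In the vaccinated spleens 0 of 10 were DETs by limma over all probes and 1 was past 0.05 adjusted over the list alone, with log2 fold-changes from -0.64 to 1.67. The study chose this list on these fish. The probe CUST_59766 of *traf2* measured 11.09 ± 0.71 (SD, n = 3) on the log2 scale in ‘control challenged’ and 8.46 ± 0.17 (SD, n = 4) in ‘control mock’ spleens, a log2 fold-change of 2.63 (standard error 0.28, adjusted p = 6.02e-05). In vaccinated spleens *traf2* changed by 0.97 (adjusted p = 0.0887). CUST_1649 of *c7* rose by 5.68 in control spleens (adjusted p = 6.38e-05) and by 1.67 in vaccinated spleens (adjusted p = 0.206). Of 12 other settings, CUST_1649 was called there in 2 (the 2 groups alone, adjusted p = 0.0294, and replicate number as a block, 0.0213) and *traf2* in 1 (replicate number as a block, adjusted p = 0.0274). Another probe of *c7*, CUST_1825, was a DET in vaccinated spleens, where it rose by 4.22 (adjusted p = 0.0184). CUST_9865 of *tnfrsf11b* rose by 4.64 in control spleens (adjusted p = 4.12e-04), with 2 of 4 ‘control mock’ spleens well above background. CUST_7862 of *adamts1* rose by 3.99 (standard error 1.15, adjusted p = 0.0275) and was a DET in 2 of 7 fits with 1 array left out. No ‘control mock’ spleen was well above background for CUST_24566 of *il10* or CUST_28270 of *fgf*. In ‘control challenged’ spleens, *il10* was at least 10.3-fold and *fgf* at least 130-fold higher (adjusted p = 1.50e-04 and 6.28e-05). CUST_2900 of *tgm2*, with 1 of 4 ‘control mock’ spleens well above background, rose by 8.61 (adjusted p = 4.63e-06). In vaccinated spleens, *fgf* and *tgm2* were well above background on 0 of 8 arrays and *il10* on 1 of 8.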

For these 24 microarray results (12 genes each for the two comparisons – ‘vaccinated challenged’ vs. ‘vaccinated mock’ and ‘control challenged’ vs. ‘control mock’), 18 were validated by real-time RT-PCR and six genes were further confirmed to be differentially expressed only in the ‘control challenged’ spleens and not in the ‘vaccinated challenged’ ones (**Table 4B**). Likewise, these six genes could be used as biomarkers for response to *S. iniae* infection in un-vaccinated Asian seabass.

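The challenge effect was more negative in vaccinated than in control fish for all 10 matched genes of Table 4B. The smallest difference was -1.66 on the log2 scale, in *traf2*. For *fgf* and *tgm2*, well above background on no vaccinated array, and for *il10*, on 1 of 8, the size is not measured. The difference passed an adjusted p of 0.05 for 9 of them over all probes. The exception was *adamts1* (adjusted p = 0.116). The calls of *traf2* and *tnfrsf11b* held in 10 of 15 and 6 of 15 fits with 1 array left out. From the genes that changed in the ‘control challenged’ spleens alone, the paper proposes 6 as biomarkers of the response to infection in un-vaccinated fish.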

In addition, up-regulated genes that were common to both vaccinated and control seabass upon challenge were involved in DNA replication and cell cycle (**Table S4 and Table S5**). This result was similar to that observed in the spleen at Day 1 post-vaccination.

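The set of 49 transcripts that Table S3 lists under cell cycle and DNA replication, chosen by the study on Day 1 spleens of other fish, was tested in the challenge spleens. In ‘control challenged’ against ‘control mock’ spleens, its median log2 fold-change was 1.46, and 93.9% of the transcripts were higher. Camera gave p = 8.07e-16, fry 1.74e-04 and camera with an estimated correlation 0.0426. In the vaccinated spleens the median was 0.89, and 87.8% were higher. The p was 3.23e-16 by camera, 0.00683 by fry and 0.0403 with an estimated correlation. Among 35 splits of the same fish, 3 gave a camera p as small in each of the comparisons, the real split included.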

### 3.5. Vaccination did not induce significant change to the head kidney transcriptome at Day 1 and Day 7

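Head kidneys of Days 1 and 7 were hybridized to 12 arrays, with 3 vaccinated and 3 control fish on each day. The 2 slides held arrays of every group. These values, too, are the authors' processed intensities, taken to log2 and quantile normalized over the 12 arrays after 39 values of outlier spots had been left out. The share of spots well above background lay between 36.9% and 58.2%. It was 51.1% ± 2.65 (SD, n = 3) in vaccinated and 52.5% ± 6.29 (SD, n = 3) in control head kidneys at Day 1. At Day 7, it was 48.4% ± 1.82 (SD, n = 3) and 44.7% ± 6.86 (SD, n = 3). Vaccinated and control fish were compared on each day and over both days with the same limma fit and thresholds.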

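At Day 1, 2 transcripts were DETs, both lower in the vaccinated head kidneys, and 3184 passed an unadjusted p under 0.05 with a fold-change of at least 1.5. CUST_10661 measured 5.85 ± 0.85 (SD, n = 3) on the log2 scale in vaccinated and 9.89 ± 0.40 (SD, n = 3) in control fish (adjusted p = 0.0294). It was a DET in 3 of 6 fits with 1 array left out. No vaccinated head kidney was well above background for CUST_32553, which was at least 2.39-fold lower (adjusted p = 0.00411). At Day 7, 1 DET was higher and 1 lower, and 2625 passed at an unadjusted p. CUST_16429 was at least 30.2-fold higher (adjusted p = 8.35e-04) and CUST_32553 at least 2.30-fold lower (adjusted p = 8.35e-04). Without D1 control replicate 2 there were 18 DETs at Day 1, and without D7 control replicate 2 there were 9 at Day 7. An ordinary linear model gave 8 at Day 1 and 4 at Day 7. Over both days, 4 transcripts were DETs, 1 higher and 3 lower, and 4061 passed at an unadjusted p. CUST_10661 was 12.3-fold lower (adjusted p = 5.19e-04). CUST_32553 was at least 2.35-fold lower. CUST_53509 and CUST_33655 were well above background on no array. Between Day 7 and Day 1 vaccinated head kidneys, CUST_16429 and CUST_8352 were DETs, at least 45.9-fold and 1.69-fold higher at Day 7. Apart from CUST_10661, these transcripts were chosen after their values were seen, and none has a name in the supplementary tables as held here.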

In the head kidney, there was no DET at Day 1 post vaccination while only three DETs were found at Day 7 when compared against the respective controls (**Table 5**). Although there were no or few DETs between the vaccinated and control head kidneys (p<0.05, fold change of at least 1.5-fold), a transcriptomic analysis using the hierarchical clustering map showed that the vaccinated and control head kidneys clustered separately into two primary clades (**Fig. 9**). This indicated that there were only subtle, but statistically insignificant differences in the overall transcriptomic profiles, when the expression levels of genes were compared between the vaccinated and control head kidneys.

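Average linkage of Euclidean distances put the 6 vaccinated head kidneys and the 6 control head kidneys in separate primary clades, with 0 arrays on the other side. It used 570 probes with a value on every array whose unadjusted p was under 0.01 in the F test over the 4 groups. The other linkages and correlation distance gave the same clades. With 1 array left out in turn, 6 of 12 fits kept them and the others placed up to 3 arrays on the other side. On all 60042 probes with values, and on the 19756 probes well above background, 5 arrays lay on the other side. The probes were chosen by group, and of 99 random regroupings of the same arrays, 4 parted their drawn groups as fully.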

**Figure 9:**
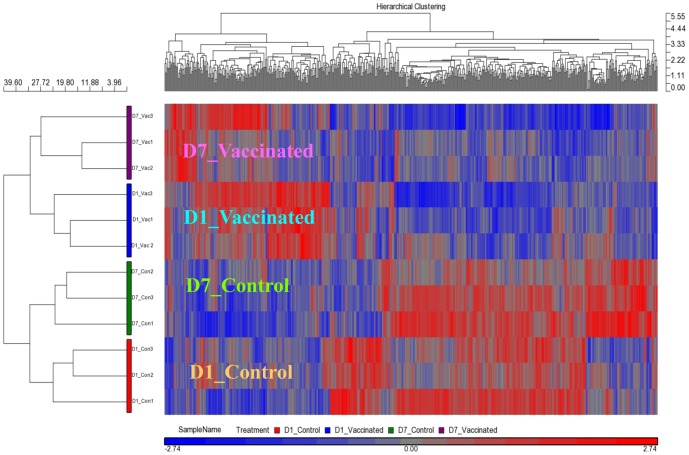
The head kidney samples were separated into two major clades according to the vaccination background. The head kidneys were then further separated based on the days post-vaccination within each of the two clades. The hierarchical clustering map was generated based on 620 genes with p-value (treatment) (unadjusted p-value) <0.01 in a one-way Anova analysis.

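At an unadjusted p of 0.01, the F test of limma over the 4 groups called 572 probes, and 600.8 of the 60080 probes are expected by chance. At an adjusted p of 0.05 it called 4. With dim probes left out, the alternative that moved the count most, 283 of 27886 probes passed, where 278.86 are expected. With slide as a block, a setting chosen after seeing the data, 819 of the 60080 passed. Without D1 vaccinated replicate 2 the count was 936, the highest with 1 array left out.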

**Table 5:** The number of Differentially Expressed Transcripts* between vaccinated and control head kidneys at Day 1 (D1) and Day 7 (D7) post vaccination.

Comparison	Upregulated	Downregulated	Total
D7 Vaccinated vs D1 Vaccinated	0	0	0
D1 vaccinated vs D1 Control	0	0	0
D7 Vaccinated vs D7 Control	1	2	3
Vaccinated vs Control	1	1	2

*p-value FDR<0.05; fold-change ≥1.5 or ≤−1.5.

### 3.6. Vaccination, not the pathogen challenge, is the key factor in affecting head kidney transcriptome at 25–29 hours post challenge

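The head kidneys of the challenge experiment were hybridized to 16 arrays, 4 in each of the ‘control challenged’, ‘control mock’, ‘vaccinated challenged’ and ‘vaccinated mock’ groups. The share of spots well above background lay between 43.1% and 71.9%. It was 56.8% ± 6.30 (SD, n = 4) in ‘control challenged’, 55.3% ± 9.32 (SD, n = 4) in ‘control mock’, 59.7% ± 8.65 (SD, n = 4) in ‘vaccinated challenged’ and 61.7% ± 12.4 (SD, n = 4) in ‘vaccinated mock’ head kidneys. Outlier spots removed 189 values. Each of the authors' intensity files was checked against its own column of their log2 matrix. Over the whole study, 55 of 57 files had a rank correlation of 1 with their column. The files of vaccinated challenged replicate 1 and vaccinated mock replicate 1 had 0.824 and 0.802. Their highest rank correlation with any other column was 0.929, and they correlated more with spleen files (means of 0.877 and 0.867) than with other head kidney files (0.837 and 0.817). These files come from a slide that otherwise held spleens, while all other arrays of the experiment lay on 2 slides. The counts use the intensity files of all 16 samples under their deposited conditions, and results with the matrix values or without these 2 arrays stand beside them.

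**Figure D2:**
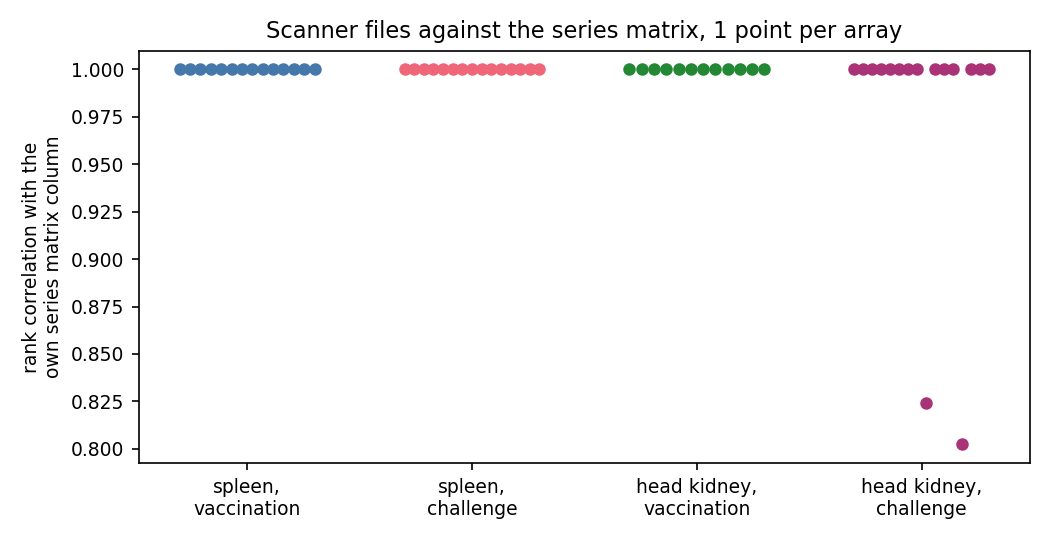
Rank correlation (Spearman) over all probes between each deposited intensity file and its own column of the authors' matrix, for the 4 experiments. Each point is 1 array. All lie at 1 except 2 head kidney arrays of the challenge experiment at 0.824 and 0.802.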

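Between ‘vaccinated challenged’ and ‘vaccinated mock’ head kidneys, limma gave 0 DETs, as did an ordinary linear model and the authors' matrix values. With an unadjusted p under 0.05 and a fold-change of at least 1.5, 558 transcripts passed. Without vaccinated mock replicate 1, the matrix values gave 1. With replicate number as a block the count was 0. Between ‘control challenged’ and ‘control mock’ head kidneys, limma and an ordinary linear model gave 0, and 1377 transcripts passed at an unadjusted p. With slide as a block, 1 transcript was a DET, higher after challenge. It was 1 as well on the matrix values with slide as a block or with an ordinary linear model.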

In a distinct contrast to the spleen, there was almost no DET between the ‘challenged’ and ‘mock challenged’ head kidneys (whether vaccinated or not; **Table 6**). However, when we compared vaccinated head kidneys against control ones (ignoring the challenged or mock challenged treatment), there were over 500 DETs (**Table S7**). 

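With challenged and mock challenged fish taken together, 44 transcripts were DETs between 8 vaccinated and 8 control head kidneys, 38 higher and 6 lower in the vaccinated fish. At an unadjusted p under 0.05, 7165 passed. The authors' matrix values gave 811 (500 higher and 311 lower), and the 14 arrays without the 2 files that differ from the matrix gave 90 (43 higher and 47 lower). With slide as a block the counts were 634, 1700 and 524. For the 634, the 2 files are the only head kidneys on their slide, so that the block takes them out of the comparison. For the matrix values, the 2 arrays were assumed to lie on the slide that had 2 positions without a file. With the share of spots well above background as a covariate, the 14 arrays gave 2. All 16 arrays gave 201 with this covariate. Single arrays moved the count. It was 8 without vaccinated challenged replicate 2 and 521 without control challenged replicate 2, and on the matrix values 17 and 2055. In the challenged or the mock challenged fish alone, there were 0 DETs, and on the matrix values 0 and 4. CUST_38554 measured 10.37 ± 0.64 (SD, n = 8) on the log2 scale in vaccinated and 7.64 ± 1.04 (SD, n = 8) in control head kidneys, a log2 fold-change of 2.73 (standard error 0.41, adjusted p = 0.0245). CUST_6692 (*napa*) rose by 2.03 (adjusted p = 0.0389) and CUST_35781 by 1.50 (adjusted p = 0.00947). CUST_37318 (*amh*) was 2.81-fold lower (adjusted p = 0.0143). With 1 array left out in turn, CUST_35781 was a DET in 16 of 16 fits, CUST_37318 in 15 of 16, CUST_38554 in 8 of 16 and CUST_6692 in 3 of 16. Of 24 other settings, 18 kept the call of CUST_38554, 17 that of CUST_35781, 16 that of CUST_37318 and 13 that of CUST_6692. The values of these 4 transcripts include the 2 files that differ from the matrix. In 1 of these, vaccinated challenged replicate 1, CUST_6692 measured 10.11, against a mean of 8.84 in the rest of its group. On the matrix values, CUST_27356 had a log2 fold-change of -3.57 (adjusted p = 0.0397), against -3.86 (adjusted p = 0.0679) on the intensity files. The paper names vaccination as the key factor behind the head kidney transcriptomes after challenge. It does so in a section that reports these DETs, almost no DETs between challenged and mock challenged fish, and the principal components.

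**Figure D3:**
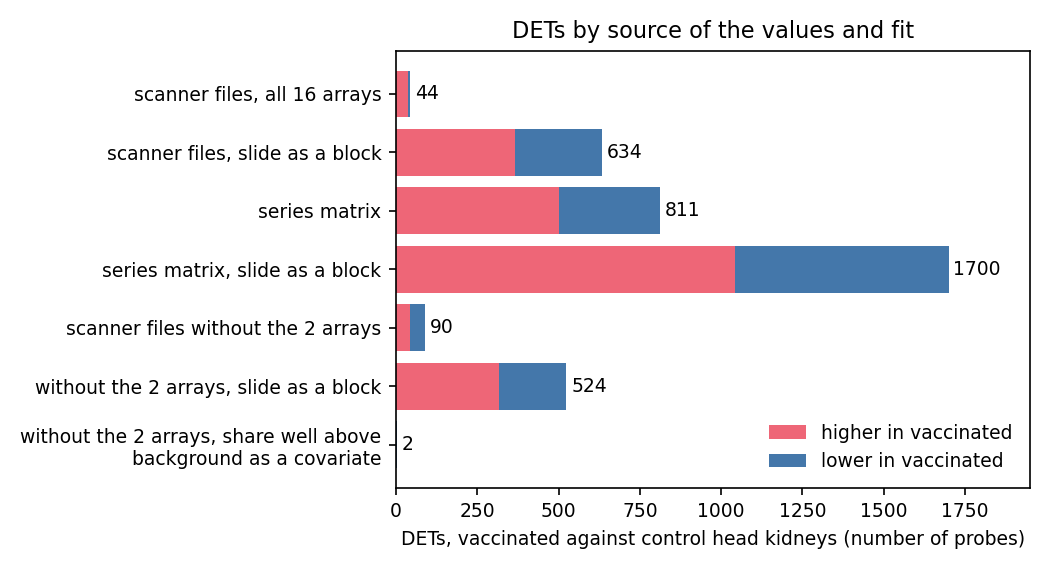
Number of DETs between vaccinated and control head kidneys of the challenge experiment under 7 settings. Bars are split into transcripts higher and lower in vaccinated fish, and the number at each bar is the sum. The count runs from 2, without the 2 arrays and with the share as a covariate, to 1700, on the matrix values with slide as a block.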

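The 10760 DETs of the control spleens with values in the head kidney were followed there as a set, signed by their direction in the spleen. In ‘control challenged’ against ‘control mock’ head kidneys, their median log2 fold-change was -0.19, and 31.2% had the direction of the spleen. Camera gave p = 1.60e-05 for a move in the opposite direction (adjusted 3.20e-05), while an exact comparison of all splits of the arrays did not exclude chance at 0.05. Fry gave 0.308, and camera with an estimated correlation 0.232. Without control mock replicate 1, camera gave 0.101. In the vaccinated head kidneys the median was -0.03, and 46.1% had the direction of the spleen (p = 0.170 by camera, adjusted 0.207; chance was also not excluded by exact comparison of all splits). With the 2 arrays whose files differ from the matrix left out, p was 0.192, and on the matrix values it was 0.731. Without vaccinated challenged replicate 5, p was 0.0147. A block for replicate number gave 0.00189 by camera. With this block it was 0.0158 on the matrix values and 8.31e-05 without the 2 arrays, both chosen after the values were seen. Challenged and mock challenged fish were different fish in separate groups, so that a number cannot mark the same fish in both. Equally numbered arrays of these groups shared slide and row, which the block also takes up.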

There seemed to be no effect of the pathogen challenge in the head kidney at 25–29 hpc. In addition, under the PCA plot, the control head kidneys (whether challenged or mock challenged) were relatively dispersed compared to the vaccinated head kidneys (**Fig. 10**). This indicated that the transcriptome profiles of the control head kidneys were somewhat dissimilar to one another while those of the vaccinated head kidneys became more uniform.

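Dispersion was measured as the Euclidean distance of each array, over all probes with a value on every array, to the centre of its vaccination group. On the intensity files the mean distance was 194.1 ± 19.4 (SD, n = 8) in control and 184.0 ± 53.9 (SD, n = 8) in vaccinated head kidneys. The difference of 10.0 had p = 0.632 in a two-sided exact permutation test. In the first 3 principal components alone, the sign turned, with a difference of -4.93. On the authors' matrix values, the means were 199.2 ± 19.9 (SD, n = 8) and 145.1 ± 17.0 (SD, n = 8), a difference of 54.0 (exact p = 6.22e-04). Without the 2 arrays whose files differ from the matrix, it was 60.8 (exact p = 3.33e-04). On the matrix values, it was 47.9 in challenged and 56.2 in mock challenged fish alone, each with an exact p of 0.0286.

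**Figure D4:**
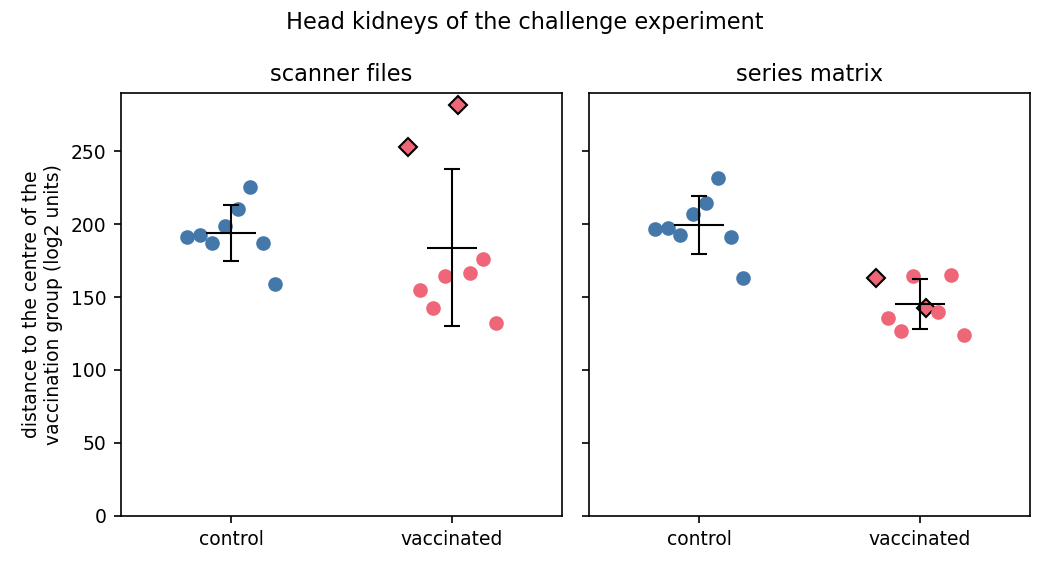
Distance in log2 units of each head kidney of the challenge experiment to the centre of its vaccination group, on the intensity files (left) and on the authors' matrix (right). Points are arrays, diamonds mark vaccinated challenged replicate 1 and vaccinated mock replicate 1, and bars show the mean and SD of 8 arrays. On the left the 2 diamonds lie above the other vaccinated arrays, and on the right they lie among them.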

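The share of spots well above background also differed between these groups. Over the 14 arrays whose files match the matrix, its mean was 56.0% in control and 65.4% in vaccinated head kidneys (two-sided exact permutation p = 0.0226). Across these 14 arrays, the distance to the group centre fell with the share (Pearson's r = -0.751, permutation p = 0.00177; Spearman's rho = -0.710, permutation p = 0.00548). Leaving out the 2 arrays with the share farthest from the median gave r = -0.710. Within the 8 control arrays r was -0.822, and within the 6 vaccinated arrays it was -0.0822, so that the relation did not hold among the vaccinated fish. Within slides, r was -0.928 over 6 arrays of 1 slide and -0.459 over 8 arrays of the other. With the share taken out by a straight line, the difference of the mean distances was 28.8 (exact permutation p = 0.0223).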

**Figure 10:**
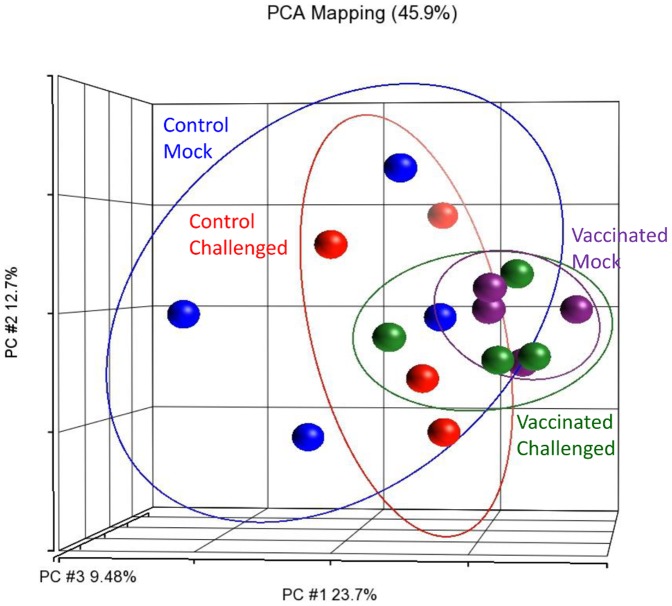
Vaccination is the key factor in affecting head kidney transcriptomes at 25–29 hours post challenge. A principal component analysis of head kidney transcriptomes showed that the transcriptome profiles of the controls were more dispersed than those of the vaccinated ones which also clustered together.

**Table 6:** The number of Differentially Expressed Transcripts*s between the various groups of head kidneys at 25–29 hours post challenge.

Comparison	Upregulated	Downregulated	Total
Vaccinated vs Control	318	259	577
Vaccinated Challenged vs Vaccinated Mock	0	0	0
Control Challenged vs Control Mock	1	0	1

*p-value FDR<0.05; fold-change ≥1.5 or ≤−1.5.

Both at Day 1 and Day 7 post vaccination, there was minimal change between the head kidney transcriptomes of vaccinated and control groups. However, at three weeks post-vaccination, the number of DETs increased drastically, suggesting that the effects of vaccination on the head kidney took more than seven days to manifest.

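The change of the vaccination effect in the head kidney from Days 1 and 7 to the challenge experiment was tested as an interaction over 28 arrays, which gave 547 DETs. Of these, 456 had a more positive and 91 a more negative effect after challenge. The matrix values gave 1005, and the arrays without the 2 files that differ from the matrix gave 705. With the share of spots well above background as a covariate, the latter fell to 150. In the same way, with 1 array left out, the 547 lay between 190 (without D1 vaccinated replicate 3) and 1072 (without control challenged replicate 2). CUST_10661 had a difference of 4.72 on the log2 scale (standard error 0.70, adjusted p = 0.00477) and CUST_38554 of 4.06 (adjusted p = 0.00692). CUST_27356 had -6.45 (adjusted p = 0.0145) and CUST_2608 (*f13a1*) -3.56 (adjusted p = 0.0238). The 577 transcripts of Table S7, signed by their direction there, had a median log2 fold-change of -0.31 at Day 1, opposite to that direction (camera p = 2.28e-08, adjusted 6.08e-08), though exact comparison of all splits of 3 against 3 fish could not exclude chance. This call did not hold under fry (p = 0.0514) or with an estimated correlation (p = 0.0697). At Day 7 their median was -0.11 (camera, 0.232). From the counts on the earlier days and after challenge, the paper proposes that the effect of vaccination on the head kidney took more than 7 days to appear.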

## Discussion

In this study, transcriptome profiling of the spleen and head kidney of Asian seabass revealed a number of interesting aspects in the responses of these two lymphoid organs to vaccination and subsequent acute disease infection.

First, vaccination induced only a transient effect on gene expression in the spleen that disappeared by Day 7. A KEGG analysis of the genes that were up-regulated in the vaccinated spleens at Day 1 identified genes involved in cell proliferation, proteolysis, phagocytosis and apoptosis. On the other hand, the effect of vaccination on the head kidney took more than seven days to manifest as the change in transcriptome profile was detected only at three weeks post vaccination. Second, we found that vaccination resulted in the head kidneys having a more similar transcriptome profile to one another compared to those of controls.

Based on the results, we speculate that what we had observed in this study could possibly be a consequence in the differential compartmentalization of B cells, plasma cells and T cells between the spleen and head kidney. The early transient transcriptomic response of spleen towards vaccination and the delayed response of head kidneys suggest that the trapping of antigens (vaccine) and the subsequent differentiation and proliferation of naïve non-circulating B cells took place within the spleen. This would also explain why we saw mainly genes involved in cell proliferation, proteolysis, phagocytosis and apoptosis to be transiently up-regulated in the spleen. These memory B cells then subsequently migrate towards the head kidney niche where they further differentiate into long-lived plasma cells (antibody secreting cells). The relative similarity of the head kidney transcriptomes among vaccinated seabass compared to control seabass could hence be a consequence of the presence of a large mono-population of long-live plasma cells. This pattern of B cell differentiation, proliferation and migration was similarly observed in a study based on ELISPOT assays and carried out on rainbow trout (*Oncorhynchus mykiss*) subjected to an exposure of bacterial-based antigens [37]. Our result also implied that vaccinated seabass could still possibly be vulnerable to a bacterial infection shortly after vaccination (at least within one week) since long-lived plasma cells need some time to establish themselves in the head kidneys.

In the second part of our study, a disease challenge was carried out at three weeks post-vaccination. Our results showed that transcriptomic response could be observed in the spleen, but not in the head kidney, at 25–29 hours post-challenge despite the presence of bacteria in both organs. This indicates that the absence of transcriptomic response in the head kidney is not due to the failure of bacteria to reach the head kidney.

In addition, we found a specific set of genes that were up-regulated only in the spleens of vaccinated seabass, but not in those of control seabass at 25–29 hours post-challenge (**Table 4**). These genes were found to be involved in processes such as NF-κB signaling, chemokine signaling and toll like receptor signaling, and they have the potential to be used as biomarkers for the prediction of successful immune defense against acute *S. iniae* infection.

NF-κB signaling is a highly complex signal transduction system involved in numerous physiological functions including innate and adaptive immune responses through the transcription of target genes [38], [39]. Crucially, lymphocyte cell-specific protein tyrosine kinase (Lck) and zeta-chain (TCR) associated protein kinase (Zap70) are the key cytoplasmic protein kinases that interact sequentially with the T cell antigen receptor to activate classical NF-κB signaling through the phosphorylation of IκB (NF-κB inhibitor protein) [40]–[42]. The genes, *lck*, *zap70* and *trbv* (*T-cell receptor beta chain variable region*), were found to be up-regulated in the ‘vaccinated challenged’ spleens, but not in the ‘control challenged’ ones (**Table 4**). This indicates that the timely activation of NF-κB signaling, possibly in the T cells, may be critical in the survival of the seabass to the bacterial infection. Indeed NF-κB has been suggested to be a potential therapeutic target in microbial infections [43].

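The probe CUST_6883 of *lck* measured 11.92 ± 0.35 (SD, n = 4) on the log2 scale in ‘vaccinated challenged’ and 10.95 ± 0.33 (SD, n = 4) in ‘vaccinated mock’ spleens, a log2 fold-change of 0.97 (standard error 0.29, adjusted p = 0.128). In control spleens it changed by -0.30 (adjusted p = 0.574), and the difference had an adjusted p of 0.111. CUST_12758 of *zap70* rose by 1.46 in vaccinated spleens (standard error 0.39, adjusted p = 0.0832) and changed by -0.90 in control spleens (adjusted p = 0.168). Its difference was 2.36 (adjusted p = 0.0322), a call that held in 6 of 15 fits with 1 array left out. CUST_24190 of *trbv* rose by 1.19 (standard error 0.35, adjusted p = 0.127) and changed by -0.45 in control spleens (adjusted p = 0.482), with an adjusted p of 0.0934 for the difference. As DETs in the vaccinated spleens, *lck* was called in 4 of 12 other settings, *zap70* in 6 of 12 and *trbv* in 4 of 12. The fit with replicate number as a block called all 3 (adjusted p = 0.0330, 0.0122 and 0.0106). By qRT-PCR, which was not analysed here, the paper also reports a significant rise of all 3 in these spleens.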

Similar to NF-κB signaling, chemokines and their receptors are also involved in multiple physiological roles including pro-inflammatory responses. While different chemokines may have overlapping functions or can bind to the same receptor, specific outcomes can also be generated through the interaction between receptor N-terminal domain and N-loop of chemokines and as well as through different types of receptor homo- or heterodimerization [44], [45]. Interestingly, different sets of chemokine receptor genes were found to be up-regulated in the ‘vaccinated challenged’ and ‘control challenged’ spleens. 

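Chemokine receptor genes were followed in both challenge comparisons. In vaccinated spleens, CUST_9544 of *ccr7* measured 10.75 ± 0.34 (SD, n = 4) on the log2 scale after challenge and 8.82 ± 0.22 (SD, n = 4) after mock challenge (log2 fold-change 1.93, standard error 0.35, adjusted p = 0.0138). CUST_55390 of *ccr4* rose by 1.68 (adjusted p = 0.0462) and was a DET in 1 of 8 fits with 1 array left out. CUST_12442 of *cxcr5* rose by 1.88 (adjusted p = 0.0142), and in control spleens it changed by 0.06 (adjusted p = 0.950). The difference of the challenge effects for *cxcr5* had an adjusted p of 0.0591. In control spleens, both probes of *ccr11* rose, CUST_9676 by 3.23 (adjusted p = 0.00173) and CUST_57954 by 3.05 (adjusted p = 0.00212). They changed by -0.02 and -0.10 in vaccinated spleens (adjusted p = 1.00 for both). CUST_11430 of *cxcr3* rose by 2.51 in control spleens (adjusted p = 2.60e-04) and by 0.59 in vaccinated spleens (adjusted p = 0.542). CUST_13703 of *xcr1* rose by 4.03 in control spleens (adjusted p = 1.54e-05) and was also a DET in vaccinated spleens, where it rose by 1.68 (adjusted p = 0.0200, and 0.0578 with replicate number as a block). The rise was larger in the control fish for *ccr11*, *cxcr3* and *xcr1*, with adjusted p of 0.0325 or less for the differences. In 6 of 15 fits with 1 array left out, the calls of the *ccr11* probes held.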

In the ‘vaccinated challenged’ spleens, *C-C chemokine receptor type 4* (*ccr4*), *C-C chemokine receptor type 7* (*ccr7*) and *C-X-C chemokine receptor type 5* (*cxcr5*) were up-regulated, whereas in the ‘control challenged’ spleens, a different set including *C-C chemokine receptor type 11* (*ccr11*), *C-X-C chemokine receptor type 3* (*cxcr3*) and *chemokine (C motif) receptor 1* (*xcr1*) was up-regulated (**Table 4** **, Table S5**). In particular, *ccr4* and *ccr7* were also found to be down-regulated in ‘control challenged’ spleens instead. 

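In ‘control challenged’ against ‘control mock’ spleens, *ccr7* fell from 9.20 ± 0.52 (SD, n = 4) to 7.38 ± 0.90 (SD, n = 3) on the log2 scale, a 3.54-fold decrease (adjusted p = 0.00491). *ccr4* was 1.74-fold lower (adjusted p = 0.226) and passed both thresholds in 0 of 11 other settings. The challenge effects of vaccinated and control fish differed by 3.76 for *ccr7* (adjusted p = 0.00202) and 2.48 for *ccr4* (adjusted p = 0.0267). With 1 array left out in turn, these differences were called in 15 of 15 and 10 of 15 fits.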

Paradoxically, Ccr4 has been shown to play a detrimental role in bacterial infection as CCR4^−/−^ mice were resistant against lipopolysaccharide-induced lethality, infection by pathogenic *E.coli* and septic peritonitis induced by cecal ligation and puncture [46]–[48]. On the other hand, in mammalian models, Ccr7 is expressed in T cells and is required for the chemotaxis of such immune cells towards lymphoid organs such as spleen [49], [50]. Taken together, the up-regulation of *ccr7*, *lck*, *zap70* and *trbv* suggests that a rapid T cell-mediated adaptive immune response was activated in the vaccinated spleens upon the pathogen challenge. We hypothesize that T cell-mediated adaptive immune response was activated in the spleen shortly after the pathogen challenge and this contributed to a successful immune defense. The absence of transcriptomic response within the head kidney at 25–29 hours could also suggest that this T cell-mediated response does not occur there. For future studies, it would be informative to observe the transcriptomic profile of the head kidneys at 3 weeks post-challenge to find out whether we observe a similar result to the one seen after the initial vaccination. This would indicate that the head kidney possibly serves as a niche for the establishment of long-live plasma cells.

We have also detected the up-regulation of different toll-like receptors in the vaccinated and control spleens following the challenge. Toll-like receptors are involved in the innate immune responses through the recognition of conserved bacterial ligands/peptides and all toll-like receptor pathways also activate the downstream phosphorylation-dependent activation of NF-κB [51], [52]. 

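The probe CUST_5736 of *tlr1* measured 10.27 ± 0.63 (SD, n = 4) on the log2 scale in ‘vaccinated challenged’ and 7.76 ± 0.41 (SD, n = 4) in ‘vaccinated mock’ spleens, a 5.70-fold increase (adjusted p = 0.00819). It was a DET in 12 of 12 other settings. In control spleens, its log2 fold-change was 0.34 (standard error 0.45, adjusted p = 0.678). The difference of 2.17 between the effects had an adjusted p of 0.0587 and was called in 2 of 11 other settings.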

Toll-like receptors have also been linked to the regulation of adaptive immune responses [53], [54]. *toll-like receptor 1* (*tlr1*), which was up-regulated by 6.4-fold in the ‘vaccinated challenged’ spleen, but not in the ‘control challenge’ one, forms a heterodimer with *toll-like receptor 2* (*tlr2*) for the recognition of specific bacterial ligands such as triacyl lipoproteins [55]. On the other hand, *toll-like receptor 5* (*tlr5*) was up-regulated by over 150-fold in the ‘control challenged’ spleens, but not in the ‘vaccinated challenged’ ones (**Table S5**). However, *tlr5* functions to identify flagellins of gram-negative bacteria, whereas *S. iniae* is gram positive and does not possess any flagella [56]. 

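The probe CUST_19877 of *tlr5* rose 142-fold in ‘control challenged’ against ‘control mock’ spleens (adjusted p = 2.68e-06), with 3 of 4 ‘control mock’ spleens well above background. In vaccinated spleens it measured 5.41 ± 0.97 (SD, n = 4) on the log2 scale after challenge and 4.84 ± 0.23 (SD, n = 4) after mock challenge (adjusted p = 0.803). The highest of these was vaccinated challenged replicate 2 at 6.87, while the other 3 had a mean of 4.93. The effects differed by -6.58 (adjusted p = 4.32e-04), called in all 15 fits with 1 array left out.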

While this finding has been contrary to expectations, it was found that mucosal exposure to flagellins can protect mice from *S. pneumoniae* through Tlr5 signaling [57]. This is even though *S. pneumoniae* similarly do not possess any flagella. It was hypothesized by the authors that activation of Tlr5 signaling might possibly enhance alternate innate immune defenses against the pneumococcal infection. As such, we may be witnessing a similar phenomenon in un-vaccinated seabass against acute *Streptococcus* infection.

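The probe CUST_26662 of *sh2d1a* measured 9.24 ± 0.47 (SD, n = 4) on the log2 scale in ‘vaccinated challenged’ and 7.49 ± 0.74 (SD, n = 4) in ‘vaccinated mock’ spleens. This log2 fold-change of 1.75 (standard error 0.47) had an adjusted p of 0.0870 and passed the threshold in 3 of 12 other settings, among them the fit with replicate number as a block (adjusted p = 0.0157). In control spleens, the change was 0.46 (adjusted p = 0.607), and the difference between the effects had an adjusted p of 0.367. The paper's qRT-PCR, not analysed here, has a significant rise in the vaccinated spleens after challenge.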

We have also found the up-regulation of *SH2 domain containing 1a* (*sh2d1a*) in ‘vaccinated challenged’ spleens, but not in ‘control challenged’ ones (**Table 4**). In humans, mutations of *SH2D1A* are the cause of the immunodeficiency disease, X-linked lymphoproliferative disease (XLP) and it has been found in mice that SH2D1A is required for the proper functioning of the primary and secondary immunoglobulin responses [58], [59]. It was also shown in mice that SH2D1A is required for the production of memory B cells in the development of long-term immunological memory [60].

On the other hand, we found *interleukin 8* (*il8*), *interleukin 1b* (*il1b*) and *interleukin 1 receptor type 2* (*il1r2*) to be up-regulated in both the ‘control challenged’ and ‘vaccinated challenged’ spleens, but the magnitude of increase was much smaller in the latter (**Table 4**). 

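In control spleens, CUST_41844 of *il8* measured 15.24 ± 0.29 (SD, n = 3) on the log2 scale after challenge and 10.26 ± 0.52 (SD, n = 4) after mock challenge, a log2 fold-change of 4.97 (adjusted p = 1.46e-06). CUST_36196 of *il1b* rose by 8.13 (adjusted p = 1.05e-05) and CUST_7808 of *il1r2* by 5.82 (adjusted p = 6.65e-05). In vaccinated spleens the changes were 0.73 for *il8* (standard error 0.29, adjusted p = 0.320), 0.46 for *il1b* (standard error 0.63, adjusted p = 0.951) and 0.52 for *il1r2* (standard error 0.59, adjusted p = 0.913). None of these 3 passed the thresholds in vaccinated spleens in the other settings (0 of 12). For *il8* and *il1r2*, vaccinated challenged replicate 2 lay above the other 3 fish. The challenge effect was smaller in vaccinated fish, by -4.24 for *il8* (adjusted p = 3.94e-04), -7.67 for *il1b* (adjusted p = 9.41e-04) and -5.31 for *il1r2* (adjusted p = 0.00485).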

Interleukins 1 and 8 are known to be pro-inflammatory cytokines and this suggested that the level inflammation is possibly lower in the vaccinated spleens [61].

In addition to the elucidation of the functional genomic aspect of the seabass immune response, we have also demonstrated the possibility to semi-quantitatively measure the amount of pathogen directly from the holding water using a nested PCR method. Diseased fish are known to shed the pathogen into the tank water and the amount of the bacteria released into the water can be measured through bacteriological culture or antibody-based methods [62], [63]. The direct detection of pathogen from environmental samples using PCR based method has also been described by several other authors (see review: [64]). In addition to the detection of pathogen, this method has been used in the surveillance and detection of exotic Asian carp species in the Great Lakes of North America [65]. We found that while *S. iniae* could be detected to increase in the holding water of both challenged groups, there was less *S. iniae* in the vaccinated group (**Fig. 3**). It is likely that the increase in *S. iniae* in the ‘vaccinated challenged’ group is mostly due to multiplication of the *S. iniae* present in the water, while that of the ‘control challenged’ group mostly came from multiplication of *S. iniae* within the control seabass which was subsequently shed into the water. Hence, this result shows that vaccination not only led to a successful immune defense against the pathogen challenge, but also minimized the horizontal transmission of the pathogen through reduced bacterial shedding.

In conclusion, we have provided a transcriptomic overview of how the Asian seabass spleen and head kidney responded to vaccination and pathogen challenge. Our time-based analysis of the transcriptomes of the spleen and head kidneys after vaccination revealed that the two organs had very different responses that are suggestive of their different roles in establishing a vaccine-induce disease resistance. In addition, we partially uncovered the molecular mechanisms involved in the adaptive immune responses towards the pathogen challenge, particularly the role of NF-κB signaling. Based on the results, we speculated and provided a working hypothesis whereby the teleost spleen is mainly involved in the cellular response while the head kidney is mainly involved in the humoral response. It would be also useful to extend this study in future in elucidating the responses of the two organs towards viral and parasitic pathogens.

## Supporting Information

Table S1 List of primers used in qRT-PCR.
(DOCX) Click here for additional data file.

Table S2 List of 938 transcripts that were differentially expressed in the spleen in D1 vaccinated group compared to D1 control group (p-value FDR<0.05; fold-change ≥1.5 or ≤−1.5).
(XLSX) Click here for additional data file.

Table S3 List of genes up-regulated in the spleen in D1 vaccinated vs. D1 control groups and grouped according to the KEGG pathways (p-value FDR<0.05; fold-change > = 1.5).
(XLSX) Click here for additional data file.

Table S4 List of 976 transcripts that were differentially expressed in the spleen in the vaccinated challenged group compared to the vaccinated mock group at 25–29 hpc (p-value FDR<0.05; fold-change ≥1.5 or ≤−1.5).
(XLSX) Click here for additional data file.

Table S5 List of 12,157 transcripts that were differentially expressed in the spleen in the control challenged group compared to control mock challenged group at 25–29 hpc (p-value FDR<0.05; fold-change ≥1.5 or ≤−1.5).
(XLSX) Click here for additional data file.

Table S6 Pathways with member genes that were up-regulated upon pathogen challenge in the control (un-vaccinated) spleens, but not in the vaccinated spleens, at 25–29 hpc when compared against their respective controls.
(XLSX) Click here for additional data file.

Table S7 List of 577 transcripts that were differentially expressed between vaccinated (challenged and mock challenged) and control (challenged and mock challenged) head kidneys at 25–29 hpc (p-value FDR<0.05; fold-change ≥1.5 or ≤−1.5).
(XLSX) Click here for additional data file.

# Supplementary material for: Differential Transcriptomic Response in the Spleen and Head Kidney Following Vaccination and Infection of Asian Seabass with Streptococcus iniae
**Source:** PLoS One. 2014 Jul 3;9(7):e99128. doi: 10.1371/journal.pone.0099128
**Supplement:** Table S1 — List of primers used in qRT-PCR.

**Supplementary Table S1.** List of primers used in qRT-PCR.

| **S/N** | **KO** | **KO Title** | **Forward** | **Reverse** |
| --- | --- | --- | --- | --- |
| 1 | K02161 | *bcl2; B-cell leukemia/lymphoma 2* | GGTGAACTGGGGGCGTATC | GATGTCGTCCACCTGCCC |
| 2 | K05856 | *lck; lymphocyte cell-specific protein tyrosine kinase* | CTGGAGCGGGGATACAGAAT | TGTCCTCTGGGTTTTCCCTC |
| 3 | K07360 | *zap70; zeta-chain (TCR) associated protein kinase* | CTGGGAACTTTGGCTGTGTC | GCCTCCCTCATCATCTCCTC |
| 4 | K10785 | *trvb; T-cell receptor beta chain variable region* | CAGACCATGTCCGTGTGTTC | TTTAGCAGGGACCCTCAACC |
| 5 | K04179 | *ccr4; C-C chemokine receptor type 4* | GTCTGTTCGGCAACATCCTG | GTGGTAGTAGGCCCAGAAGG |
| 6 | K04182 | *ccr7; C-C chemokine receptor type 7* | AGCGTGGATCGTTATTTCGC | GCTGATGACACCTTGCTGAG |
| 7 | K04190 | *cxcr5; C-X-C chemokine receptor type 5* | AGAGAGCCTGGGTTTCTCAC | TGTGACCCTGAGCTCTGATG |
| 8 | K07990 | *sh2d1a; SH2 domain containing 1a* | AGTCGAGCACAAACACACAC | GTCCCTGAGTAGCATGTGGT |
| 9 | K05398 | *tlr1; toll-like receptor 1* | GGAGAGCATGGCAATCACTG | ATTCAAGGGTTTTGGCACCC |
| 10 | K05496 | *bmp3/3b; bone morphogenetic protein 3/3b* | AAAGCACCCTGCAAAGGAAG | TGAAACTGCGGACAGTGTTG |
| 11 | NIL | *gas7l; growth arrest-specific 7-like* | CGTTCAGAGGCGACAACTTC | ACGAGCCTTCTCTACACCTG |
| 12 | K03173 | *traf2; Tnf receptor-associated factor 2* | TTTACCAGGAATCCCCCTCAG | AGCAATGTACACAGAAGCGG |
| 13 | K08617 | *adamts1; ADAM metallopeptidase with thrombospondin type 1 motif, 1* | AACAATGCTGCTTCACCCAG | ACTCCCTCAAGGTCCATTCG |
| 14 | K05148 | *tnfrsf11b; tumor necrosis factor receptor superfamily member 11b* | ATGTGACCCTGTGTGAGGAG | TCTTACGATCCACCCTACGC |
| 15 | K10030 | *il8; interleukin 8* | GCCACCCTGAAAAAGACAGG | CTCAGCGTCTTCTGTTGGAC |
| 16 | K05443 | *il10; interleukin 10* | ATCTGCACTCTTGAGGACCC | ACAGACAGGAGAAGCAGGAC |
| 17 | K03996 | *c7; complement component 7* | CAACGCCTTGATAGGACACG | GGGGCAGAGTTTTGGAACTG |
| 18 | K04387 | *il1r2; interleukin 1 receptor type 2* | GGAGGAGGGTATCGAAGGTG | CTGTGCCACAACTTCCTGTC |
| 19 | K04519 | *il1b; interleukin 1b* | GTCATGCCACAAGAGTGGTG | CCGTACTGAAATGCGACAGG |
| 20 | K04358 | *fgf; fibroblast growth factor* | TCGAGACAATCCCCAGATCG | TGTTCAGACACACTCTCCCC |
| 21 | K05625 | *tgm2; transglutaminase 2* | TCTGGGAGTGAAGTACGACG | CTGTGATCTTCAGCCGTTGG |
| 22 | - | *rpl8; ribosomal protein L8* | AACTGCTGGCCACGTGTCCG | ACCTTGCGTCCAGCAGGTGC |
| 24 | - | *ef1a; elongation factor 1a* | CGCCACTGTTGCCTTTGTCCC | GGCATCCAGAGCTTCCAGCAGTG |

How the deposited data were processed for this re-analysis (not part of the article)

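The authors deposited 1 scanner file per array for 57 arrays and a matrix of log2 values. In the files as deposited by the authors, the intensity values are processed signals on a linear scale, background-subtracted and detrended within each array by Feature Extraction, and the matrix holds quantile-normalized log2 values. All results start from the processed signal. Spots that the scanner software called outliers were left out, control spots were left out, the spots of a probe were averaged and the log2 values were quantile normalized within each organ and experiment. No filter on signal was set, so that all 60080 probes were tested. Each probe stood for 1 transcript.

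The 4 groups of an experiment were fitted together with limma 3.58.1 in R 4.3.3 (data.table 1.17.8). For vaccinated against control head kidneys over 2 days or over challenged and mock challenged fish, the groups were joined. A DET had an adjusted p (Benjamini-Hochberg) under 0.05 and a fold-change of at least 1.5. The F tests used an adjusted p of 0.05, and for the head kidneys of Days 1 and 7 an unadjusted p of 0.01. Sets were tested with camera at a preset correlation of 0.01, with fry and with camera at an estimated correlation. Clustering used average linkage of Euclidean distances. Distances between groups and dispersion were tested by exact permutation of the labels. Where splits of the arrays were more than 100, 100 were drawn with seed 1. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

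The alternatives were scaling to the 75th percentile, normexp with an offset of 50 on the median signal, quantile normalization over 57 arrays, the authors' matrix values, leaving out dim probes, an ordinary linear model, fitting the compared groups alone, slide or replicate number as a block, and leaving out each array in turn. The files hold no mean signal column, so normexp used the median signal. Dim probes are those not well above background on every array of any group.

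Named genes follow a rule. They are every gene that the Results or the Discussion name as changed and whose probe matches in Tables S2, S4, S5 or S7 by KO number and fold-change. For each comparison with DETs, the 3 largest rises and the 3 largest falls among DETs well above background on every array of both groups were added. Where no array of 1 group was well above background, the fold-change is given as a lower limit. For each such array, the limit took the higher of its own signal and the lowest signal that the array had well above background.

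Replicate numbers were checked for pairing by the correlation of the deviations of equally numbered arrays from their group means. Every pair was over 0.1 for ‘vaccinated challenged’ and ‘vaccinated mock’ spleens (4 pairs, 0.136 to 0.328) and for the same groups of head kidneys (3 pairs, 0.328 to 0.713). The labels do not say what the numbers mark, and the pairs shared slide and row. Some head kidney titles, among them that of vaccinated mock replicate 1, end in a bracketed 2 of unstated meaning. The number before the bracket was taken as the replicate number. The head kidney pairs include the 2 arrays whose files differ from the matrix. On the matrix values they had 0.107 to 0.353, with other pairs as high as 0.275, and without the 2 arrays the 2 left had 0.0827 and 0.262. Challenged and mock challenged fish were different fish, so that a number cannot mark the same fish in both groups. Whether the numbers mark another pairing of the head kidneys, or only slide and row, stays open. In no other comparison was every pair over 0.1.

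The steps were tested on simulated data. With 200 probes changed by 2 log2 units, the comparisons recovered between 13% and 82% of them, and made 0 calls with no change. In the runs with changed probes, they also called between 2 and 13 probes that had not been changed. The F tests recovered 131, 98 and 84 of 200 probes, with 1, 0 and 0 calls with no change, all at an adjusted p of 0.05. At the unadjusted p of 0.01 used for the head kidneys, 678 probes passed with no change. Sets of 100 probes moved by 0.5 had a camera p of at most 3.89e-12, and sets not moved had at least 0.463. The dispersion test was past 0.05 in 50 of 50 simulations with a spread ratio of 1.5 and in 3 of 50 with equal spread. In all of these simulations, the probes were drawn independently of each other. They therefore cannot show how the counts, the set tests and the dispersion test behave where probes vary together.

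The survival and qPCR data of the study were not analysed here. The genes *bmp3* and *gas7l* of Table 4B were left out because the held part of Table S5, which gives 1998 transcripts, does not list them. The tests of pathways for enrichment were not analysed here.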

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

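In this part, the tests of the share of spots well above background in the 3 interactions, the 2 tests of slide column and the 3 tests of the scanner files were chosen after the result was seen.

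In 184 groups of at least 4 arrays, the gap of the highest or lowest array to its neighbour was compared with the range of the group. It exceeded Dixon's 95% critical value in 14 groups, all of them among the 171 tests of named probes, where 8.55 are expected by chance, about 1 in 20 groups (9.2 of all 184). In spleens, the ratio was 0.858 for *il8* and 0.862 for *il1r2* in vaccinated challenged replicate 2, which was also highest for *tlr5* (0.938). It was 0.955 for *il10* in vaccinated mock replicate 2, 0.893 for *il10* in control mock replicate 1, 0.871 for *fgf* in vaccinated challenged replicate 1, 0.966 for *fgf* in vaccinated mock replicate 3 and 0.905 for CUST_19999 in vaccinated mock replicate 4. The *il10* and *fgf* values of these groups lie near background. In head kidneys, the ratio was 0.854 for CUST_38554 in control mock replicate 1 (lowest) and 0.836 for CUST_37318 in control challenged replicate 2 (lowest). Vaccinated challenged replicate 1, whose file differs from the authors' matrix, was highest for CUST_6692 (0.880), CUST_30919 (0.984) and CUST_39428 (0.887) and lowest for CUST_6441 (0.833). The test found no array in the share of spots well above background (9 groups) or in distance (4 groups of 8). It compares an array with its nearest neighbour and so misses 2 that lie together. The distances of vaccinated challenged replicate 1 and vaccinated mock replicate 1, 253 and 282 on the intensity files, lay above those of the other vaccinated head kidneys, at most 176. A biological difference of single fish was not tested and stays open.

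The effect of vaccination on the spleen differed between D7 and D1 for 45 transcripts. Of 100 splits of the arrays, 3 gave as many, so that chance was excluded at 0.05. With the share of spots well above background as a covariate there were 60, which argues against that share as the cause. The named ones with a more positive effect at D7 were CUST_37890 (1.62), CUST_22531 (*rpl24*, 1.24) and CUST_3587 (tetraspanin-3-like, 1.24), called in 3, 1 and 2 of 14 fits with 1 array left out. Those with a more negative effect were CUST_43525 (-4.63), CUST_4150 (Spindly-like, -2.66), CUST_4009 (*ncaph2*, -2.59) and the *c7* probe CUST_48071 (-3.85). The count was 3 with scaling to the 75th percentile, 7 with slide and row as blocks, 9 without D1 control replicate 2 and 110 without D7 control replicate 3. Each group lay in a slide column of its own. Between the same columns of the challenge head kidneys, the median of these transcripts was 0.16 (at most 0.32 with 1 array left out) against 2.40 in the spleen, which argues against a column effect that acts alike on all slides. A change of the vaccination effect with time stays open, as does the scaling.

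The effect of challenge on the spleen differed between vaccinated and control fish for 2966 transcripts. Of 100 splits, 2 gave as many. With the share as a covariate there were 2567, which argues against the share as the whole cause. More positive in vaccinated fish were *zap70* (2.36), *ccr4* (2.48), *ccr7* (3.76), *bcl2* (2.86), CUST_15909 (4.69), CUST_36693 (4.61) and CUST_6404 (4.51). More negative were *traf2* (-1.66), *tnfrsf11b* (-3.69), *il8* (-4.24), *il10* (-4.22), *c7* (-4.01), *il1r2* (-5.31), *il1b* (-7.67), *fgf* (-8.59), *tgm2* (-7.77), *tlr5* (-6.58), both probes of *ccr11* (-3.24 and -3.15), *cxcr3* (-1.92), *xcr1* (-2.35), CUST_8415 (-6.73) and CUST_19999 (-6.72). For *fgf*, *tgm2* and *il10*, the vaccinated or mock spleens lie near background, as do part of the spleens for *bcl2* and *tnfrsf11b*. The size of the difference there rests on signals that are not well measured. Of these genes, *zap70* and *tnfrsf11b* were called in 6 of 15 fits with 1 array left out, *ccr11* in 6 and *cxcr3* in 8. The condition of the fish, vaccinated or not, is the biological explanation that the design gives. Slide column was the same as group. Between the same columns of the challenge head kidneys, the median of these transcripts was -0.29 (at most -0.09 with 1 array left out) against 2.20 in the spleen, which argues against a column effect that acts alike on all slides. The condition of the fish stays open, as a hypothesis.

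The effect of vaccination on the head kidney differed between the challenge experiment and D1 and D7 for 547 transcripts. Of 100 splits, 1 gave as many, the real one. CUST_10661 (4.72), CUST_38554 (4.06) and CUST_21822 (3.91) were more positive after challenge, and CUST_27356 (-6.45), CUST_30919 (-6.15) and CUST_2608 (-3.56) more negative. Without the 2 arrays whose files differ from the matrix, the share as a covariate left 150 of 705. The share was also higher in vaccinated than in control head kidneys, so that it cannot be told apart from vaccination. The experiments were also hybridized on different slides, and this difference enters the interaction only if it acts on vaccinated and control arrays unequally. The count was 190 without D1 vaccinated replicate 3 and 1072 without control challenged replicate 2.

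The scanner files of vaccinated challenged replicate 1 and vaccinated mock replicate 1 of the head kidney hold other values than the authors' matrix, with rank correlations of 0.824 and 0.802. The other 55 files have the ranks of their own column, which argues against the authors' normalization. The highest rank correlation of the 2 files with any other column is 0.929, which argues against an exchange with another sample of the deposit. Both files correlate more with spleen files than with head kidney files, by at least 0.0398, and lie on a slide otherwise used for spleens. A candidate explanation is therefore that the files belong to other arrays, of spleens, and were deposited under the wrong sample. The 2 files lie in columns 3 and 4 of that slide, which otherwise hold D7 vaccinated and D7 control spleens. If they are such spleens, the file under vaccinated mock may come from a control fish. The counts of 44 and 547 include both files. The files of the head kidney arrays were not among those analysed, and no biological explanation was tested.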

How the results depend on the processing

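The settings that use the authors' matrix values with a further choice, or for any result but the counts of DETs, the F tests and the named genes, slide row, the share of spots well above background as a covariate, and 14 arrays for any result but the count of vaccinated against control head kidneys after challenge were chosen after seeing the data. So were the F tests with an ordinary linear model, a block or 1 array left out, the clusterings and principal components with 1 array left out, the set tests with a replicate block and the fry tests with a further choice. For transcripts up in vaccinated spleens alone, all alternatives but the 2 that change how a transcript is called absent in the controls were chosen then too. The combination of matrix values, an ordinary linear model and blocks was chosen after comparison with the paper's counts. The other alternatives were set before the data were examined.

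Over 40 results and their alternatives, 582 values kept their direction and side of the threshold, or stayed within 1.5 times for a count, and 292 did not. For the named genes, 2770 of 3294 values kept both, 435 lost the threshold, 69 passed it, 20 moved and 0 reversed. Unless a reason is given, the cause was not tested.

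The counts to compare with are 1600 for vaccinated against control spleens at D1, 1 for vaccinated against control spleens at D7, 464 for D7 against D1 vaccinated spleens, 0 for D7 against D1 control spleens, 45 for the D7 minus D1 interaction in spleen, 1166 for challenged against mock vaccinated spleens, 10791 for challenged against mock control spleens, 0 for vaccinated against control mock spleens, 2966 for the challenge interaction in spleen, 2 for vaccinated against control head kidneys at D1, 2 for vaccinated against control head kidneys at D7, 2 for D7 against D1 vaccinated head kidneys, 4 for vaccinated against control head kidneys over both days, 0 for challenged against mock vaccinated head kidneys, 0 for challenged against mock control head kidneys, 44 for vaccinated against control head kidneys after challenge, 547 for the head kidney interaction, 246 for transcripts up in vaccinated spleens alone, 918 for the F test of D1 and D7 spleens, 9601 for the F test of challenge spleens and 572 for the F test of D1 and D7 head kidneys.

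Scaling to the 75th percentile gave 691 for vaccinated against control spleens at D1, 0 for vaccinated against control spleens at D7, 290 for D7 against D1 vaccinated spleens, 3 for the D7 minus D1 interaction in spleen, 2 for vaccinated against control head kidneys over both days, 336 for the head kidney interaction and 429 for the F test of D1 and D7 spleens. It moved the median of all probes to -0.11 in D1 spleens, 0.18 in D7 against D1 vaccinated spleens, 0.15 in the interaction of these days, -0.21 in D7 head kidneys, -0.11 over both days and -0.13 in head kidneys after challenge. Among D1 spleen DETs, it took the share higher in vaccinated fish from 44.8% to 54.8%, and among D7 against D1 vaccinated DETs it took the share higher at D7 from 20.9% to 9.66%. Quantile normalization over 57 arrays gave 2 for vaccinated against control spleens at D7, 25 for the D7 minus D1 interaction in spleen and 170 for vaccinated against control head kidneys after challenge. Normexp gave 222 for the D7 minus D1 interaction in spleen, 1 for vaccinated against control head kidneys at D1, 1 for D7 against D1 vaccinated head kidneys, 1 for vaccinated against control head kidneys over both days and 210 for vaccinated against control head kidneys after challenge. In head kidneys after challenge, the share of DETs higher in vaccinated fish was 86.4%, with normexp 75.7%, over 57 arrays 75.3% and on the matrix values 61.7%. In the head kidney interaction it was 83.4%, and on the matrix values 70.8%.

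Leaving out dim probes, which leaves fewer tests to adjust for, gave 2537 for vaccinated against control spleens at D1, 1 for D7 against D1 control spleens, 198 for the D7 minus D1 interaction in spleen, 1 for D7 against D1 vaccinated head kidneys, 2 for vaccinated against control head kidneys over both days, 369 for vaccinated against control head kidneys after challenge, 1178 for the head kidney interaction, 1997 for the F test of D1 and D7 spleens and 283 for the F test of D1 and D7 head kidneys. The ordinary linear model gave 24 for the D7 minus D1 interaction in spleen, 8 for vaccinated against control head kidneys at D1, 4 for vaccinated against control head kidneys at D7, 4 for D7 against D1 vaccinated head kidneys and 74 for vaccinated against control head kidneys after challenge. Fits of the compared groups alone, which have fewer arrays for the spread, gave 816 for vaccinated against control spleens at D1, 0 for vaccinated against control spleens at D7, 741 for challenged against mock vaccinated spleens and 0 for vaccinated against control head kidneys at D1. With 4 groups in the fit, there were 23 for vaccinated against control head kidneys after challenge. Slide as a block gave 1 for vaccinated against control head kidneys at D1, 1 for challenged against mock control head kidneys, 634 for vaccinated against control head kidneys after challenge and 1500 for the head kidney interaction. In the fits that gave 634 and 1500, the block takes the 2 files that differ from the matrix out of the comparison, since no other head kidney shares their slide. Slide and row as blocks gave 284 for D7 against D1 vaccinated spleens and 7 for the D7 minus D1 interaction in spleen. The share of spots as a covariate gave 503 for challenged against mock vaccinated spleens, 1 for vaccinated against control head kidneys at D1 and 201 for vaccinated against control head kidneys after challenge.

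On the matrix values, the counts were 811 for vaccinated against control head kidneys after challenge and 1005 for the head kidney interaction. With an ordinary linear model on these values they were 1 for challenged against mock control head kidneys, 551 for vaccinated against control head kidneys after challenge and 974 for the head kidney interaction, and with slide as a block 1 for challenged against mock control head kidneys, 1700 for vaccinated against control head kidneys after challenge and 2151 for the head kidney interaction. An ordinary linear model and slide as a block on the matrix values gave 938 for vaccinated against control spleens at D1, 13 for the D7 minus D1 interaction in spleen, 0 for vaccinated against control head kidneys at D1, 0 for D7 against D1 vaccinated head kidneys, 2 for vaccinated against control head kidneys over both days, 1 for challenged against mock control head kidneys, 577 for vaccinated against control head kidneys after challenge, 1970 for the head kidney interaction and 498 for the F test of D1 and D7 spleens. With slide and row as blocks, the same model gave 501 for vaccinated against control spleens at D1, 82 for D7 against D1 vaccinated spleens, 1 for the D7 minus D1 interaction in spleen, 0 for vaccinated against control head kidneys at D1, 0 for vaccinated against control head kidneys at D7, 0 for D7 against D1 vaccinated head kidneys, 0 for vaccinated against control head kidneys over both days, 1 for challenged against mock control head kidneys, 7 for vaccinated against control head kidneys after challenge, 1761 for the head kidney interaction and 81 for the F test of D1 and D7 spleens. With blocks, this model kept 4 groups in the fit for comparisons over 4 groups. With the groups joined as elsewhere, vaccinated against control head kidneys after challenge gave 1069 with slide and 281 with slide and row. For vaccinated against control head kidneys after challenge, 4 groups in the fit gave 520 on the matrix values. Without the 2 arrays, the count was 90 on either source, 524 with slide as a block, 23 with 4 groups in the fit and 2 with the share as a covariate, which gave 150 for the head kidney interaction. Challenged or mock fish alone gave 0 and 0, and on the matrix values 0 and 4. Random subsets have fewer fish. Subsets of 6 against 6 had a median of 2 (0 to 1060), on the matrix values 3 (0 to 1716), and subsets of 3 against 3 had 0 (0 to 3460) and 0 (0 to 3487). In D1 spleens, subsets of 3 against 3 had a median of 520.5.

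Without adjustment of p, which calls more transcripts by construction, the counts were 6735 for vaccinated against control spleens at D1, 2627 for vaccinated against control spleens at D7, 3916 for D7 against D1 vaccinated spleens, 6223 for D7 against D1 control spleens, 5654 for the D7 minus D1 interaction in spleen, 6245 for challenged against mock vaccinated spleens, 17459 for challenged against mock control spleens, 876 for vaccinated against control mock spleens, 10787 for the challenge interaction in spleen, 3184 for vaccinated against control head kidneys at D1, 2625 for vaccinated against control head kidneys at D7, 1447 for D7 against D1 vaccinated head kidneys, 4061 for vaccinated against control head kidneys over both days, 558 for challenged against mock vaccinated head kidneys, 1377 for challenged against mock control head kidneys, 7165 for vaccinated against control head kidneys after challenge and 8048 for the head kidney interaction. Asking for a difference of the challenge effects left 98 transcripts up in vaccinated spleens alone.

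A block for replicate number pairs arrays that share a number. In vaccinated spleens after challenge, where equally numbered arrays varied alike, it gave 1692 in place of 1166. In the same head kidneys, it gave 0, and it took the camera p of the spleen DETs in vaccinated head kidneys from 0.170 to 0.00189. This p was 0.0158 on the matrix values and 8.31e-05 without the 2 arrays, both chosen after seeing the values. Equal numbers there cannot mark the same fish, and they shared slide and row. With the block in the fits of both challenge comparisons, 561 transcripts were up in vaccinated spleens alone. Of these, 192 rose by at least 1.5-fold in the controls, whose groups mostly have different numbers. The block changed no other call of the paired comparisons among the counts. In the other comparisons the numbers do not pair the fish, and the mean correlation of equally numbered arrays lay between -0.0712 and 0.142. The block there gave 49 for vaccinated against control spleens at D1, 0 for vaccinated against control spleens at D7, 88 for D7 against D1 vaccinated spleens, 0 for the D7 minus D1 interaction in spleen, 0 for vaccinated against control head kidneys at D1, 1 for vaccinated against control head kidneys over both days, 0 for vaccinated against control head kidneys after challenge, 0 for the head kidney interaction and 38 for the F test of D1 and D7 spleens. These last values do not measure a weaker effect.

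With fry, p was 0.0514 for the Table S7 set in D1 head kidneys, 0.208 for the Table S2 set in D7 spleens and 0.308 for the spleen DETs in control head kidneys. With an estimated correlation it was 0.0697 for the Table S7 set in D1 head kidneys, 0.337 for the Table S2 set in D7 spleens and 0.232 for the spleen DETs in control head kidneys. Fry with slide as a block gave 0.0634, 0.235 and 0.254 for the same sets, and for the spleen DETs in control head kidneys fry gave 0.326 without the 2 arrays and 0.289 on the matrix values. Scaling to the 75th percentile gave 2.46e-04 in place of 0.181 for the Table S2 set in mock spleens, and it turned the direction of the Table S7 set in D7 head kidneys (camera, 0.466 in place of 0.232). The cell cycle and DNA replication set kept direction and threshold under each of its alternatives, with a largest p of 0.0426 in control and 0.0403 in vaccinated spleens.

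The primary clades of D1 and D7 spleens and of D1 and D7 head kidneys placed 5 arrays on the other side with all probes, and 5 with the probes well above background. These alternatives use probes that were not chosen by group. The share of variance in 3 principal components was 54.1% for challenge spleens. It was 47.2% with probes scaled to the same spread (matrix values 47.2%), 70.5% with probes well above background and 52.6% with scaling to the 75th percentile. For challenge head kidneys it was 55.8%, and 68.8% with probes well above background, 49.6% on the matrix values, 51.1% on these with scaled probes and 52.7% without the 2 arrays.

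The difference of the dispersion, 10.0 on the intensity files, turned to -4.93 in 3 principal components. On the matrix values it was 54.0, in 3 components 80.6, with scaled probes 68.8, with probes well above background 33.8, in challenged fish alone 47.9, in mock fish alone 56.2, from the centre of each slide and group 45.5, and from the centre of each of the 4 groups 60.1. Without the 2 arrays it was 60.8, in 3 components 85.7, with probes well above background 34.4, and from the centre of each slide and group 50.7. Each of these other than the -4.93 passed 0.05 in the exact test, which the 10.0 did not.

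Leaving out 1 array in turn gave 771 to 1257 for vaccinated against control spleens at D1, 1 to 64 for vaccinated against control spleens at D7, 267 to 482 for D7 against D1 vaccinated spleens, 0 to 73 for D7 against D1 control spleens, 9 to 110 for the D7 minus D1 interaction in spleen, 583 to 909 for challenged against mock vaccinated spleens, 1718 to 4067 for the challenge interaction in spleen, 1 to 18 for vaccinated against control head kidneys at D1, 3 to 9 for vaccinated against control head kidneys at D7, 0 to 6 for D7 against D1 vaccinated head kidneys, 3 to 8 for vaccinated against control head kidneys over both days, 8 to 521 for vaccinated against control head kidneys after challenge, 190 to 1072 for the head kidney interaction, 111 to 307 for transcripts up in vaccinated spleens alone, 396 to 983 for the F test of D1 and D7 spleens and 478 to 936 for the F test of D1 and D7 head kidneys. On the matrix values it gave 0 to 1 for challenged against mock vaccinated head kidneys, 0 to 1 for challenged against mock control head kidneys, 17 to 2055 for vaccinated against control head kidneys after challenge and 438 to 1916 for the head kidney interaction. For p it gave 0.0402 to 0.955 for the Table S7 set in D7 head kidneys, 3.60e-05 to 0.238 for the Table S2 set in D7 spleens, 2.70e-04 to 0.999 for the Table S2 set in mock spleens, 1.41e-11 to 0.101 for the spleen DETs in control head kidneys and 0.0147 to 0.893 for the spleen DETs in vaccinated head kidneys. The primary clades of D1 and D7 head kidneys had 0 to 3 arrays on the other side. The variance in 3 components ran from 52.8% to 56.5% in challenge spleens and from 52.8% to 58.5% in challenge head kidneys. Fewer arrays give a test less power, and beyond this the cause was not tested.

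Signal over background limits what can be called. The share of spots well above background lay between 34.3% and 71.9% per array. Of the 1600 DETs in D1 spleens, 1034 were on probes well above background on every array of both groups, and of the 10791 and 1166 DETs of the challenge spleens 6106 and 649. Fold-changes of the other probes rest in part on signals near background.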

Differences from the paper's values

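Of 81 values that the paper states, 14 differed. A count within 1.5 times of the paper's was taken as not different. In this part, the paper's values are marked as the paper's. The settings that combine the authors' matrix values with an ordinary linear model, with or without blocks, were chosen after seeing the values, by comparison with the paper's counts. The closeness of their counts to the paper's is therefore no test of them.

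For D1 vaccinated against control spleens, the paper's number of DETs is 938 and the count here was 1600. Of 11 alternatives set before the data were examined, scaling to the 75th percentile (691), quantile normalization over 57 arrays (1264), the ordinary linear model (1218), only the 2 groups compared (816) and each fit with 1 array left out (771 to 1257) did not differ. Normexp, the matrix values, leaving out dim probes, slide as a block, a replicate block and the unadjusted or unlimited thresholds did. Of the lower DETs, the paper has 453 against 883 here. The 75th percentile (312), the ordinary linear model (635), the 2 groups alone (397) and 7 of 8 fits with 1 array left out did not differ, and the others did. In D7 against D1 vaccinated spleens, the paper has 51 higher DETs against 97 here. Over 57 arrays (64), with the ordinary linear model (66) and in 5 of 7 fits with 1 array left out (38 to 65) the count did not differ, and in the others it did. For the probes of the clustering of D1 and D7 spleens, the paper has 498 against 918 here. The 75th percentile (429) and 57 arrays (652) did not differ, while normexp, the matrix values and leaving out dim probes did.

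For D7 against D1 vaccinated head kidneys, the paper has 0 DETs against 2 by limma here, with 1447 at an unadjusted p under 0.05 and 4 by the ordinary linear model. Leaving out D1 vaccinated replicate 1 gave 0, and all other alternatives set before the data were examined differed. For D1 vaccinated against control head kidneys, the paper has 0 against 2 here. The 2 groups alone and a replicate block gave 0, and the other alternatives differed. At D7, the paper has 2 lower DETs against 1 here. Leaving out dim probes (2), the ordinary linear model (2) and leaving out D7 control replicate 1 (2) or replicate 3 (3) did not differ, and the others did. Over both days, the paper has 2 DETs against 4 here. The 75th percentile (2), leaving out dim probes (2) and leaving out D1 or D7 vaccinated replicate 3 (3 each) did not differ, and the others did. Of the lower ones, the paper has 1 against 3 here. Normexp (1) and a replicate block (1) did not differ, and the others did.

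For vaccinated against control head kidneys after challenge, the paper has 577 DETs against 44 here, 318 higher against 38 and 259 lower against 6. The 44 include the 2 files that differ from the matrix. Of the alternatives set before the data were examined, slide as a block did not differ in any of these (634, 366 and 268). In that fit, the 2 files are the only head kidneys on their slide, and both are labelled vaccinated. The block therefore takes them out of the comparison. The matrix values did not differ in the sum and the lower DETs (811 and 311) but differed in the higher ones (500). Leaving out dim probes did not differ in the higher ones (277), nor did leaving out control challenged replicate 2 in the sum and the higher ones (521 and 399). The other alternatives differed in all 3. For ‘control challenged’ against ‘control mock’ head kidneys, the paper has 1 DET, a higher one, against 0 by limma and 0 by the ordinary linear model here, with 1377 at an unadjusted p under 0.05. Slide as a block gave 1, and the other alternatives set before the data were examined gave 0, apart from the unadjusted threshold.

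The matrix values with an ordinary linear model and slide as a block, chosen after seeing the values, did not differ for any of the 14, with 4 groups in the fit for the head kidneys over both days and after challenge. They gave the paper's 938, 453, 51, 498, 577, 318 and 259 and its counts of 0, 2 and 1. The transcripts called were also those that the paper lists, 938 of 938 in Table S2 and 577 of 577 in Table S7. For the clustering of D1 and D7 head kidneys, they gave the paper's 620 probes. With the groups joined, as in the setting used elsewhere here, the head kidneys after challenge had 1069, 650 and 419, which differ. With slide and row as blocks, chosen after seeing the values, 3 of the head kidney counts (0, 0 and 1) did not differ. In the vaccinated spleens after challenge, that fit called the 976 transcripts of Table S4 and no others. It also gave the paper's 214 transcripts up in vaccinated spleens alone and its 10331 probes for the clustering of challenge spleens. Matrix values with an ordinary linear model, also chosen after seeing the values, gave 551, 314 and 237 after challenge with the groups joined and 1 for ‘control challenged’ against ‘control mock’ head kidneys.

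The paper lists *xcr1* in the set of chemokine receptor genes that rose in the control spleens, a different set from that of the vaccinated ones. Here it also rose in ‘vaccinated challenged’ against ‘vaccinated mock’ spleens, by 1.68 on the log2 scale (adjusted p = 0.0200, and 0.00945 to 0.0684 over the alternatives). It was not past the threshold with a replicate block (0.0578), without vaccinated mock replicate 1 (0.0626) or on the matrix values with an ordinary linear model and slide and row blocks (0.0684), the latter chosen after seeing the values.

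The paper lists *lck*, *zap70*, *trbv* and *sh2d1a* as risen in the vaccinated spleens after challenge. Here they rose by 0.97, 1.46, 1.19 and 1.75, with adjusted p of 0.128, 0.0832, 0.127 and 0.0870. By qRT-PCR, which was not analysed here, the paper's Table 4 also has a significant rise for all 4. Slide as a block called *lck*, *zap70* and *trbv* (0.0218, 0.00870 and 0.0127), and a replicate block called all 4 (0.0330, 0.0122, 0.0106 and 0.0157). Normexp called *zap70* (0.0477), and leaving out dim probes called *zap70* (0.0434) and *sh2d1a* (0.0425). Matrix values with an ordinary linear model and slide as a block called *lck*, *zap70* and *trbv*, and with slide and row blocks all 4, both chosen after seeing the values. The paper has *ccr4* lower in the control spleens after challenge. Here it fell by 0.80 with an adjusted p of 0.226, and no alternative called it. The paper's array value, a fold-change of -1.63 (p of 0.125 in the paper), is also not significant. By qRT-PCR the paper's Table 4 gives -3.47 (p of 0.003 in the paper), and the paper does not say which of the values its call rests on.

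For *il8*, *il1b* and *il1r2*, the paper describes a rise in vaccinated spleens that was smaller than in the controls. Here they rose by 0.73, 0.46 and 0.52 in the vaccinated spleens, with adjusted p of 0.320, 0.951 and 0.913, and no alternative called them. The paper's array values (1.66-fold, 1.38-fold and 1.43-fold) are also not significant. Its qRT-PCR rises in these spleens, which were not analysed here, are significant for *il8* and *il1b* and not for *il1r2*. The paper does not say which of the values its statement rests on.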

Other observations

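In this part, the dispersion on the matrix values and the tests of slide and more fish on these values, of all 4 slide columns in head kidneys, of slide and slide row at D1, of slide column in the spleens, of slide and of the share as the whole cause of the dispersion, of the row and slide differences and of signal over background were chosen after the result was seen.

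Each count was compared with other splits of the same arrays into groups of the same sizes, the real split included. In spleens, 1 of 35 splits gave as many DETs as D1 vaccinated against control, 1 of 35 as D7 against D1 vaccinated, 1 of 35 as challenged against mock vaccinated, and 1 of 35 as challenged against mock control, so that chance was excluded at 0.05. For transcripts up in vaccinated spleens alone it was 1 of 35, but these splits regroup the vaccinated arrays and leave few rises, so that they do not test the absence of a rise in controls. The F tests of the spleens gave 1 of 100 and 1 of 100. For head kidneys over both days it was 1 of 100, and after challenge it was 1 of 100, on the matrix values 1 of 100 and without the 2 arrays 3 of 100. Chance was not excluded for the F test of D1 and D7 head kidneys (48 of 100). With 10 splits of 3 against 3 arrays, chance cannot be excluded by design. There, 6 gave as many as D7 spleens, 2 as D1 head kidneys, 2 as D7 head kidneys and 5 as D7 against D1 vaccinated head kidneys. For the counts of 0 (D7 against D1 control spleens, vaccinated against control mock spleens, and both challenge comparisons of head kidneys), all 35 of 35 splits gave as many. Among these, the split of the control head kidneys by slide gave 3121, and those of the D7 and D1 control spleens by slide and by slide row gave 0 and up to 5. The 6223 transcripts of D7 against D1 control spleens at an unadjusted p were matched by 1 of 35.

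For the sets, chance was not excluded at 0.05 in any test. The cell cycle and DNA replication set had 3 of 35 splits with a camera p as small in control and 3 of 35 in vaccinated spleens. The D1 spleen set had 3 of 10 at D7 and 24 of 35 in mock spleens, and the Table S7 set had 3 of 10 at D1 and 6 of 10 at D7. The spleen DETs had 10 of 35 in control and 18 of 35 in vaccinated head kidneys. Camera gave p under 0.05 in 27 of the 35 splits for the cell cycle set in control spleens, so that its p alone is no measure of a group effect here.

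More DETs were found in spleens at D1 than at D7. The lowest D1 count of 3 against 3 fish was 317, which argues against the number of fish as the whole cause. With slide as a block there were 1417 and with slide row as a block 1780, which argues against both. Slide column was the same as group. The D1 DETs had a median of -0.0739 between the same columns of the challenge head kidneys (at most 0.11 with 1 array left out) against 1.29 in the spleen, which argues against a column effect that acts alike on all slides. Time after vaccination stays open. On the slides of this experiment, the arrays of row 1 had 51.0% of spots well above background and those of row 2 had 36.2% (exact permutation p = 3.33e-04, the smallest that 3003 splits give), and 2465 transcripts differed between the rows. This fits an effect of slide row, and every group had arrays in both rows.

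More DETs were found in control than in vaccinated spleens after challenge. Without control challenged replicate 2, the array with many outlier spots, there were 10691. Among probes well above background on every array of both groups, there were 6106 in control against 649 in vaccinated spleens. Both argue against these causes. Slide column was the same as group. Between the same columns of the challenge head kidneys, the DETs of the control spleens had a median of -0.19 (at most -0.08 with 1 array left out) against 1.70 in the spleen, and on the slides of the challenge spleens the 2 columns of mock fish differed in 0 DETs, which argues against a column effect that acts alike on all slides. Infection without prior vaccination stays open, as a hypothesis.

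In head kidneys after challenge, the matrix values gave 811 DETs between vaccinated and control fish. With the 2 arrays assumed to lie on the slide that had 2 positions without a file, slide as a block gave 1700, which argues against slide as the cause. Between columns 4 and 2 of the challenge spleens, the transcripts of Table S7 had a median of -0.05 (at most 0.01 with 1 array left out; camera, 0.214) against 1.29 in the head kidneys. Between columns 3 and 1 it was 0.55 against 0.86, where the challenged spleens also differ by vaccination. For columns 3 and 4 against 1 and 2, it was 0.28 in the challenge spleens and 0.309 in the spleens of D1 and D7 against 1.07. This argues against a column effect that acts alike on all slides as the whole cause, and column as part of the cause stays open. The difference from D1 and D7, tested directly, had 1005 DETs, which argues against the larger number of fish as the whole cause. Subsets of 6 against 6 had a median of 3 DETs (0 to 1716) and subsets of 3 against 3 a median of 0 (0 to 3487), which fits the number of fish as part of it. Without the 2 arrays whose files differ, the matrix gave 90, but leaving out 1 other array (vaccinated challenged replicate 2) gave 17, so that a role of these arrays cannot be told apart from the loss of any array. For the 90 DETs of the 14 arrays, slide as a block gave 524, and the share of spots well above background as a covariate left 2. The share may therefore account for this count. It differed between the groups, and vaccination stays open as well. Between the slides of these 14 arrays, 8571 transcripts differed with the 4 groups in the fit, more than in any other of 100 splits, so that slide had an effect on the values, and every group had arrays on both slides.

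Vaccinated and control head kidneys of D1 and D7 lay in separate primary clades. The probes were chosen by group, and 5 of 100 groupings, the real one included, parted as fully. Whether the choice of probes alone makes the clades cannot be told apart from an effect of vaccination, since the count lies at 0.05.

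Control head kidneys were more dispersed than vaccinated ones on the matrix values. With these 2 arrays left out the difference was 60.8, and from the mean of each slide and group it was 45.5 with the slide of the 2 arrays assumed and 50.7 without them, which argues against the 2 arrays and slide as the cause. With the share of spots taken out by a straight line, 28.8 was left (exact permutation p = 0.0223), which argues against the share as the whole cause. The share may account for part of the difference, and an even response of the vaccinated fish stays open.

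Tables S2 and S7 share 16 transcripts, where 9.01 are expected by chance (Fisher's exact p = 0.0265), and 10 of them go in opposite directions. Their median SD among control fish stood at percentile 16.28 of random lists from Table S2, which lies within the spread of these lists, so that transcripts that differ between single fish stay open. No biological explanation was tested.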
